# Risk-associated alterations in marrow T cells in pediatric leukemia

**DOI:** 10.1172/jci.insight.140179

**Published:** 2020-08-20

**Authors:** Jithendra Kini Bailur, Samuel S. McCachren, Katherine Pendleton, Juan C. Vasquez, Hong Seo Lim, Alyssa Duffy, Deon B. Doxie, Akhilesh Kaushal, Connor Foster, Deborah DeRyckere, Sharon Castellino, Melissa L. Kemp, Peng Qiu, Madhav V. Dhodapkar, Kavita M. Dhodapkar

**Keywords:** Immunology, Leukemias, T cells

## Abstract

Current management of childhood leukemia is tailored based on disease risk determined by clinical features at presentation. Whether properties of the host immune response impact disease risk and outcome is not known. Here, we combine mass cytometry, single cell genomics, and functional studies to characterize the BM immune environment in children with B cell acute lymphoblastic leukemia and acute myelogenous leukemia at presentation. T cells in leukemia marrow demonstrate evidence of chronic immune activation and exhaustion/dysfunction, with attrition of naive T cells and TCF1^+^ stem-like memory T cells and accumulation of terminally differentiated effector T cells. Marrow-infiltrating NK cells also exhibit evidence of dysfunction, particularly in myeloid leukemia. Properties of immune cells identified distinct immune phenotype–based clusters correlating with disease risk in acute lymphoblastic leukemia. High-risk immune signatures were associated with expression of stem-like genes on tumor cells. These data provide a comprehensive assessment of the immune landscape of childhood leukemias and identify targets potentially amenable to therapeutic intervention. These studies also suggest that properties of the host response with depletion of naive T cells and accumulation of terminal-effector T cells may contribute to the biologic basis of disease risk. Properties of immune microenvironment identified here may also impact optimal application of immune therapies, including T cell–redirection approaches in childhood leukemia.

## Abstract 2

In high risk pediatric leukemia, naive and stem-like memory T cells are depleted and terminally differentiated effector T cells accumulate.

## Introduction

Acute leukemias are a leading cause of death from cancer before age 20 in the United States (1). Both B cell acute lymphoblastic leukemia (B-ALL) and acute myeloid leukemia (AML) comprise multiple entities with a distinct constellation of somatic genetic alterations, including aneuploidy, chromosome translocations, and somatic mutations (2–4). While the outcome for children with leukemia has improved considerably in the past 4 decades, current chemotherapies may carry significant risk of long-term toxicities; therefore, newer approaches using less toxic regimens are urgently needed (5).

Treatments harnessing the immune system have emerged as attractive new approaches to treat cancer and carry lower risk of long-term toxicities (6). Immune-based approaches such as redirection of T cells to tumors with chimeric antigen receptors (CARs) have led to impressive and durable responses in children with B-ALL (7). It is increasingly appreciated, mostly from studies in adult cancer, that properties of the immune microenvironment are a critical determinant of outcome following immune therapies (8, 9). In contrast to adult cancers, pediatric tumors express fewer somatic mutations and, consequently, fewer neoantigens (10–12). While low neoantigen load was initially predicted to underlie “low immunogenicity” of pediatric tumors (10–12), the presence of neoantigen-specific T cells in childhood leukemia has been described, consistent with immune recognition of these tumors (13). Comprehensive analyses of the immune microenvironment of the BM in childhood leukemias are limited, with most studies focused on a limited set of markers (13–17). Understanding the immunobiology of the tumor microenvironment will be essential for the development of effective immune therapies in childhood leukemia.

Current management of leukemias is guided by their “risk status” (1). Genomic features of leukemic cells alone are insufficient predictors of disease risk, and current risk classification in B-ALL uses, in addition, clinical features such as age and WBC count at presentation and response to therapy. Risk status in AML is also affected by genetic features of tumor cells, as well as response to therapy. Whether properties of the host immune response impact disease risk or outcome in childhood leukemia is not known.

In this study, we have combined single cell mass cytometry, single cell transcriptomics, and functional studies to characterize BM immune cells infiltrating pediatric leukemias. Our studies identify several distinct changes in the immune microenvironment of these tumors that may be amenable to therapeutic intervention by harnessing tumor immunity. We also uncover distinct immune subtypes of childhood leukemia, suggesting that immune response may contribute to the biologic basis of disease risk.

## Results

In order to characterize the BM immune microenvironment of pediatric leukemia, we analyzed BM mononuclear cells (BMMNCs) from 64 patients with newly diagnosed acute leukemia (B-ALL; *n* = 36, AML; *n* = 28), and 11 healthy donors (HD) (clinical characteristics in Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.140179DS1). Changes in immune cells were analyzed by high-dimensional mass cytometry. The mass cytometry findings were further validated using single cell RNA sequencing (scRNA-Seq) and functional studies.

### Changes in T cells.

CD3^+^ T cells as a proportion of total BMMNCs were lower in the leukemic marrow relative to HD, as expected, due to leukemic cell infiltration (Supplemental Figure 1A). Within the CD3^+^ T cell compartment, the proportion of CD4^+^ and CD8^+^ subsets was comparable between HD and patients with B-ALL or AML (Supplemental Figure 1B). However, in both leukemic cohorts, there was a decline in the proportion of CD8^+^ but not CD4^+^ naive T cells and an increase in terminal effector CD8^+^ T cells (Figure 1, A and B, and Supplemental Figure 1, C and D). This was associated with increased activation of memory CD8^+^ T cells, with upregulation of activation marker CD69 (Figure 1C). Together, these data indicate that T cells in the leukemic BM exhibit evidence of T cell activation and increased effector differentiation in situ, particularly within the CD8^+^ compartment, along with relative decline in naive T cells.

Chronic antigen stimulation in cancer is associated with the emergence of T cell exhaustion and resultant dysfunction (18). Therefore, we analyzed the presence of several immune activating and inhibitory checkpoints on the surface of these cells. Among the agonistic molecules studied, the expression of 4-1BB was significantly increased in the CD8^+^ T cells from leukemic patients (Figure 1D), while the proportion of ICOS- and OX40-expressing T cells were comparable (Supplemental Figure 1, E and F). T cells within the leukemic BM also expressed higher levels of several inhibitory immune checkpoints. Among T cells infiltrating B-ALL, both CD4^+^ and CD8^+^ T cells expressed higher levels of TIGIT, LAG3, and PD-1, compared with HD (Figure 1E). Among T cells infiltrating AML, both CD4^+^ and CD8^+^ T cells expressed higher levels of LAG3 and PD-1 (Figure 1F). The proportion of T cells coexpressing more than 1 inhibitory checkpoint (PD-1, LAG3, and TIGIT) was increased in the leukemic marrow (Supplemental Figure 1G). Expression of TIM3 and CTLA4 was not different in T cells from either leukemic cohort (Supplemental Figure 1, E and F). Expression of inhibitory checkpoints is often associated with emergence of T cell exhaustion or dysfunction, leading to a decreased ability to secrete cytokines (19). Therefore, we analyzed cytokine production in these T cells using flow cytometry. Both CD4^+^ and CD8^+^ T cells infiltrating AML BM had reduced capacity for IFN-γ secretion (Figure 2A). CD4^+^ T cells from AML BM had reduced capacity for IL-2 secretion, as well (Figure 2A). There were no differences in IL-4 or IL-17 production by these T cells (Supplemental Figure 1H). Importantly, even T cells expressing PD-1 or TIGIT retain capacity for cytokine production, indicating that they are not fully exhausted but rather dysfunctional, consistent with phenotypes described in some solid tumors (20) (Figure 2B). Together, these data illustrate that T cells infiltrating pediatric AML and B-ALL express increased but variable patterns of inhibitory checkpoints (particularly TIGIT, in the case of B-ALL, and LAG3, in the case of AML), and also show evidence of T cell dysfunction but not complete exhaustion.

Emergence of terminal effector T cell differentiation, as well as T cell dysfunction, is regulated by functional properties of key transcription factors (19). Therefore, in order to gain further insights into the possible mechanisms underlying changes observed earlier, we analyzed the expression of transcription factors known to regulate T cell differentiation and exhaustion (TCF1, T-bet, EOMES, and GATA3) using mass cytometry. Of these, the expression of TCF1 and T-bet were significantly altered in leukemic marrow–infiltrating T cells compared with HD, while the expression of other factors such as GATA3 and EOMES was not different (Figure 3, A and B). Both AML and B-ALL T cells were also associated with a higher proportion of FOXP3-expressing Tregs (CD3^+^CD4^+^CD25^+^CD127^–^FOXP3^hi^ cells; Figure 3C). Observed differences in TCF1-expressing cells were of interest due to its emerging role in maintaining long-term memory T cells and preventing the attrition of exhausted T cells (21–23). Prior studies have shown that TCF1 expression in human memory T cells follows a distinct gradient, with TCF1^hi^T-bet^lo^ cells linked to stem-like features, with greater capacity for self-renewal and asymmetric cell division (24, 25). Using a similar gating strategy, we observed that TCF1^hi^ memory T cells in the BM have a distinct phenotype with higher expression of CD127 and reduced expression of lytic genes such as granzyme B (Figure 3D). Thus, CD8^+^ memory T cells infiltrating leukemic BM are deficient in phenotypes associated with stem-like memory (18).

### Changes in NK cells.

Next, we analyzed changes in CD3^–^CD56^+^ NK cells infiltrating the leukemic BM. Changes in NK phenotype were most evident in AML, with significant declines in granzyme (Figure 4A), CD16 (Figure 4B), CD57 (Figure 4C), and NKG2D (Figure 4D). In addition, there was a modest increase in the expression of TIM3 in NK cells from leukemia patients (Figure 4E). In order to further analyze the functional properties of NK cells infiltrating leukemic marrow, we compared the capacity of NK cells to express CD107a as a marker of degranulation upon coculture with K562 cells as NK targets. NK cells from AML patients exhibited significantly reduced capacity for degranulation compared with those from B-ALL, consistent with other phenotypic changes (Figure 4F). Together, these data show that NK cells from children with AML exhibit functional defects.

### Discriminating immune microenvironment in leukemias using SPADE analysis.

While the analyses focusing on individual cell types discussed earlier identified significant differences between immune cells infiltrating the BM of both B-ALL and AML patients compared with HD, we used an automated spanning tree progression analysis for density normalized events (SPADE) algorithm (26–28) integrating data from all parameters in an unbiased fashion (Supplemental Figure 2A). Application of classifiers built on this algorithm revealed that T cells from HD, AML, or B-ALL BM differed based on their phenotypic properties (Supplemental Figure 2B). These data also confirm several differences noted in earlier analyses, such as higher expression of TIGIT in B-ALL CD4^+^ T cells compared with AML and HD and higher expression of T-bet in CD8^+^ memory T cells from patients with B-ALL and AML compared with HD (Supplemental Figure 2C).

### Immune features associated with disease risk.

In order to test whether immune changes could, in part, underlie the biologic basis of the current clinical risk classification, we analyzed changes in immune cells in the context of current clinical disease risk models (see Supplemental Table 1 for definitions of disease risk) (5). Compared with standard-risk (SR) B-ALL patients, those with high-risk (HR) disease had higher proportion of CD8^+^ T cells and lower proportion of CD4^+^ T cells (Figure 5A). HR B-ALL was also characterized by greater decline in naive CD8^+^ T cells, as well as an increase in terminal effector CD8^+^ T cells in the BM compared with SR patients (Figure 5B). This is also evident when mass cytometry data from all HR or SR patients are concatenated and analyzed together. The cluster of T cells enriched in HR-ALL has a phenotype of CD45RO^+/–^ Granzyme^+^ CD57^+/–^ T-bet^+^ CCR7^–^ CD8^+^ T cells (Figure 5, C–E).

As with B-ALL, HR AML was also characterized by greater accumulation of terminal effector T cells, concurrent with decline in naive T cells (Figure 6, A and B). This is also evident when data from all HR or SR AML patients are concatenated and analyzed together (Figure 6C). The phenotype of the expanded population in HR AML is similar to that in HR B-ALL and includes an increase in T-bet^+^CD57^+^Granzyme^+^CD27^lo^ memory T cells (Figure 6D). Together, these data suggest that progressive effector differentiation of BM T cells may be a common feature of HR clinical phenotype in childhood leukemia.

### Immune subtypes of childhood leukemia.

Recent studies in some adult tumors have shown that properties of infiltrating immune cells can be used to identify immune subtypes of tumors that may be amenable to distinct immune-based interventions (29). To date, classification of childhood leukemia has been based largely on genetic changes in tumor cells, without attention to host response. Our finding that immune activation is a common feature of leukemia raised the possibility that immune changes in the tumor microenvironment may identify distinct clinically relevant “immune subtypes.” Hierarchical cluster analysis using mass cytometry variables discussed above identified 2 broad immune subtypes of B-ALL. Immune cluster 1 with greater CD8^+^ effector cell differentiation was enriched in patients with HR disease (*P* = 0.0003; Figure 7, A and B). In contrast, B-ALL patients with favorable cytogenetics (TEL-AML1 [ETV6-RUNX1] fusion) were enriched in immune cluster 2 (*P* = 0.03; Figure 7C).

Similar cluster analysis also identified 2 broad immune subtypes of AML patients (Supplemental Figure 3), again differentiated based on the proportion of T cells with terminal effector differentiation. However, in this setting, patients with clinical HR AML were distributed in both clusters. We performed multivariate Cox regression analysis to assess the association between immune markers and progression-free survival in AML patients (Figure 8A). Cox regression analysis revealed that lower proportions of CD27^+^CD4^+^ T cells (*P* = 0.06) and CD27^+^CD8^+^ T cells (*P* = 0.03) were associated with significantly shorter progression-free survival (Figure 8, B and C).

### Validation of mass cytometry data by single cell transcriptomics.

In order to further validate the changes observed with mass cytometry as described above, we also analyzed some of these samples by scRNA-Seq. 

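BMMNCs from 4 HD, 8 patients with AML and 7 patients with B-ALL were sequenced, 1 library for each donor, and the libraries held T cells, NK cells, B cells, monocytes and leukemic cells. According to the paper, the cells were thawed, sorted on a dead-cell dye and CD45, and prepared with the droplet-based protocol of 10x Genomics, which tags each captured mRNA molecule with a unique molecular identifier (UMI). The deposited files hold raw UMI counts per gene of the human genome build hg38, made by the authors with Cell Ranger, whose version is 1.2 in the paper's methods and 3.0.2 in the headers of the files. All barcodes had at least 500 UMIs, so the files start from cells that Cell Ranger had called. The paper's limits (at least 200 genes, at most 10% mitochondrial counts, at most 7000 genes and at most 70000 UMIs) left 24086 cells, 5565 of them from HD, 9039 from AML and 9482 from B-ALL. Of the 5244 barcodes that were left out, 5227 were over the mitochondrial limit. Total UMIs of the kept cells ranged from 3551752 to 6288787 per library in HD, from 1350258 to 20611047 in AML and from 4902942 to 16503246 in B-ALL. T and NK cells together numbered 594 to 1044 per donor in HD, 18 to 249 in AML and 66 to 1074 in B-ALL, so values for AML rest on the fewest cells. For tests between groups, the counts of 1 cell type were summed for each donor, because cells of 1 donor are not independent replicates. The HD aspirates were purchased fresh and the patients' samples came from repositories and local institutions. The paper describes the HD as younger adults, and the patients as children, adolescents and young adults. The source of a sample and the age of its donor therefore cannot be told apart from the disease in any comparison with HD.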

In order to maintain the focus on the immune compartment, BMMNCs were first enriched for immune cells by flow sorting based on CD45^hi^ expression. After excluding low-quality cells, k-nearest neighbor clustering of 24,081 cells created a detailed map composed of 29 transcriptionally distinct subpopulations, including 8 immune clusters and 20 tumor cell clusters (Figure 9, A and B). 

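T cells fell into 1 cluster with naive markers (3014 cells) and 1 cluster with effector markers (2955 cells), and NK-like cells formed 1 more cluster (1250 cells). The largest group, with 5343 cells, expressed markers of B cell progenitors or B lineage blasts, and 5183 of these cells came from B-ALL donors. Cells with markers of myeloid progenitors or AML blasts numbered 3289, of which 3278 came from AML donors. Monocyte-like cells (2710) came from AML (1955), HD (588) and B-ALL (167), and mature B-like cells (2236) from HD (1034), B-ALL (881) and AML (321). Smaller groups were basophil- or mast-like cells (616, all from AML donors), erythroid cells (169), plasma cells (77) and dendritic cells (47). All kept cells gave 30 clusters at resolution 0.6 with 20 principal components of 2000 variable genes, the settings of the paper's methods. Of these clusters, 7 were B-ALL blast-like and 10 had at least 90% of their cells from AML donors. In 16 clusters, with 11751 cells, at least 80% of the cells came from a single donor. Clusters were named from fixed lists of marker genes, and 5 clusters with 2380 cells did not meet the rules for a name.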

Markers defining the clusters are shown in Supplemental Figure 4. Two broad clusters of T cells (T1 and T2) were identified. 

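The naive-like T cell cluster, here called T1-like, was led by CCR7, a receptor that guides naive and central memory T cells to lymph nodes, IL7R, the receptor for the survival cytokine IL-7, the transcription factor BCL11B, and MAL and TRABD2A. The effector-like cluster, here called T2-like, was led by GZMK, a granzyme, the chemokine CCL5, CD8A, the inhibitory receptor KLRG1, IL32 and the gamma chain constant gene TRGC2. The NK-like cluster was led by GZMB, GNLY, KLRF1, SPON2 and FGFBP2, which are genes of cytotoxic NK cells. Of the T1-like cells, 1638 came from HD, 159 from AML and 1217 from B-ALL, and of the T2-like cells, 1115 came from HD, 582 from AML and the rest from B-ALL. The median depth of the T cells was 3485 UMIs in HD, 3286 in AML and 3091 in B-ALL. When the 16 genes that Figure 10A labels were left out of the clustering, 73.9% of the T2-like cells were again T2-like. Scrublet, which scores each barcode against simulated doublets, called 181 doublets (0.751%) among all cells.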

T2 cluster was characterized by greater effector differentiation and increased expression of genes, including *NKG7*, granzyme, perforin, granulysin, and *KLRG1*, and T1 cluster was enriched for genes such as *CCR7*, L selectin, and *TCF7*, suggesting that it contained more naive/stem-like T cells (Figure 10A). 

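T2-like cells expressed the cytotoxic genes at many times the level in T1-like cells, and T1-like cells the genes of naive T cells. NKG7, a protein of cytotoxic granules, reached 2628 ± 1054 CPM (a gene's counts scaled to the donor's total; SD, n = 15 donors) in T2-like and 92.7 ± 75.8 in T1-like cells, a log2 fold change of 4.98 (standard error 0.19, adjusted p = 1.96e-12 from edgeR's quasi-likelihood test). CCR7 had 20.8 ± 13.7 CPM in T2-like and 337 ± 127 in T1-like cells, a log2 fold change of -3.98 (standard error 0.17, adjusted p = 1.08e-17). All 10 effector genes labelled in Figure 10A were higher in T2-like cells. Among the granule enzymes, the log2 fold change was 3.88 for GZMA, 4.19 for GZMB, 5.35 for GZMH and 3.27 for GZMK. PRF1, which encodes the pore-forming perforin, had a log2 fold change of 3.02, and GNLY, which encodes granulysin, one of 4.21 (standard error 0.35, adjusted p = 6.53e-08). The values were 2.93 for the inhibitory receptor KLRG1, 2.12 for KLRB1 and 3.81 for CCL5. In the other direction, the naive and memory T cell factors TCF7 and LEF1 had log2 fold changes of -1.32 and -2.43. PIK3IP1, an inhibitor of PI3K signaling, and FOXP1, a factor of T cell quiescence, each had -1.42. The adjusted p of these genes ranged up to 2.35e-06, for KLRB1, and the direction held in 15 of 15 donors for each of them. NKG7 (ENSG00000105374) lies on chromosome 19 of hg38 from 51371606 to 51372715 and CCR7 (ENSG00000126353) on chromosome 17 from 40553769 to 40565472. Because clusters are defined by such genes, cells were clustered without the 16 genes that the figure labels before they were tested, with the donor as a block. Related genes stayed in the clustering, so the p values describe the split and do not establish it.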

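Among listed genes not used to cluster the cells, every tested effector and cytotoxic gene was higher in T2-like cells. Every tested naive or stem-like gene among them was lower. All 13 such effector genes were higher (median log2 fold change 3.81, adjusted p = 1.44e-09 from limma's fry). Of these, 10 are the effector genes of Figure 10A given above. The others were the effector transcription factors TBX21 (3.89), ZEB2 (3.08) and PRDM1 (1.46). All 17 naive genes were lower (median -1.57, fry adjusted p = 5.90e-08). They include 6 genes of Figure 10A, and besides these MAL (-3.28), ACTN1 (-2.90) and the costimulatory receptor CD28 (-0.98). Genes of MHC class I presentation followed, with 11 of 12 higher (median 0.52, adjusted p = 9.70e-09), including B2M (0.51) and the peptide transporter TAP1 (0.78). The same counts were reached when adjusted over the list alone. Of 6 T cell transcription factors, TBX21, ZEB2, PRDM1 and TOX were higher and TCF7 and LEF1 lower (fry for 1 direction, adjusted p = 0.118; for either direction, 0.00392). Of 7 genes of mature NK cells, all were higher (median 4.19), and all apart from PRDM1 are labelled in Figure 10A. Of 5 genes of immature NK cells, GZMK was higher and 3 were lower, among them TCF7 and CCR7. ZFP36 and DNAJB1, of 4 immediate-early and stress genes, were also higher. Lists with 1 tested gene gave TOX, an exhaustion-associated factor (1.59), the interleukin-10 receptor chain IL10RA (0.95) and the costimulatory receptor ICOS (-1.24), each past the threshold, and the interferon-induced EIF2AK2 (0.24), which was not. The lists include the 16 genes of Figure 10A, which the study chose on these samples, so those members are not independent evidence. ZEB2, MAL and ACTN1 were among the markers that named the clusters as T2-like or T1-like. Their direction is therefore not independent evidence either. In all, 1649 of 3792 genes passed an adjusted p of 0.05, 890 higher and 759 lower in T2-like cells, and of the 3474 genes not used to cluster, 753 were higher and 695 lower.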

Pathway analysis of differentially expressed genes between these clusters revealed enrichment of pathways associated with T cell activation/effector differentiation in the T2 cluster and enrichment of pathways associated with naive T cells in the T1 cluster (Supplemental Figure 4B). 

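T2-like cells made up 66.3% ± 9.78 (SD, n = 8 donors) of the T and NK cells in AML marrow and 32.9% ± 9.74 (n = 4) in HD marrow. T1-like cells, the naive-like cluster, made up 21.9% ± 14.3 in AML and 49.4% ± 14.9 in HD. In B-ALL marrow the shares spread widely, with T2-like cells at 50.6% ± 21.2 (n = 7; 22.9 to 86.4%) and T1-like cells at 29.1% ± 21.3. NK-like cells were 17.8% ± 6.63 in HD, 11.9% ± 7.49 in AML and 20.3% ± 8.96 in B-ALL. The T2-like share of every AML donor (44.4 to 73.4%) lay above that of every HD (22.9 to 43.9%), a difference of 33.4 percentage points (exact permutation test over donors, two-sided, p = 0.00202, the smallest that the 495 splits allow). The T1-like share was 27.5 points lower in AML than in HD (difference -27.5, exact permutation p = 0.0141). In B-ALL, the difference from HD was 17.8 points for T2-like cells (exact permutation p = 0.148) and -20.3 points for T1-like cells (exact permutation p = 0.133), neither past the spread between donors. AML and B-ALL donors differed by 15.6 points in the T2-like share (exact permutation p = 0.0831). When the 16 genes of Figure 10A were left out of the clustering, T2-like cells were 33.8 points more frequent in AML than in HD (exact permutation p = 0.00606) and 23.3 points more frequent in B-ALL than in HD (exact permutation p = 0.0576). Over all cells of a group, T2-like cells were 33.2% of T and NK cells in HD, 69.6% in AML and 41.6% in B-ALL. At a clustering resolution of 1.0, the AML difference was 20.9 points for T2-like cells (exact permutation p = 0.0566) and -16.1 for T1-like cells (p = 0.184).

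**Figure D1:**
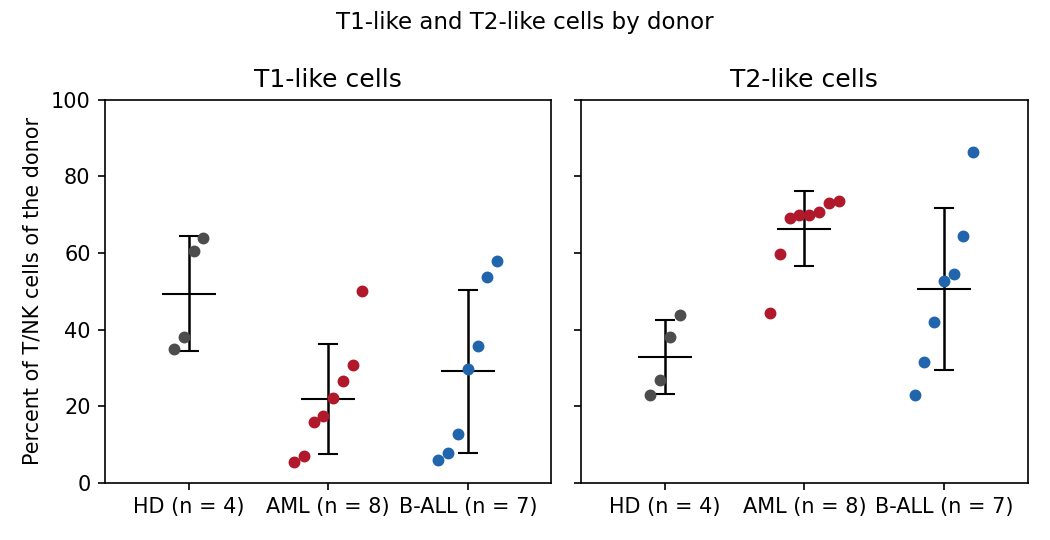
Percent of each donor's T and NK cells that were T1-like (left) and T2-like (right) in HD (n = 4), AML (n = 8) and B-ALL (n = 7). Each point is a donor, long horizontal lines are means and bars are SDs; the T2-like points of AML, from 44.4 to 73.4%, lie above those of HD, from 22.9 to 43.9%.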

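In the T cells of AML donors, T1-like and T2-like together, immediate-early and stress genes were on balance higher than in HD and naive and stem-like genes on balance lower. BHLHE40, a transcription factor among the largest rises, had 107 ± 48.3 CPM (SD, n = 8) in AML and 8.06 ± 2.62 (n = 4) in HD, a log2 fold change of 3.80 (standard error 0.46, adjusted p = 9.03e-05 from edgeR). Of 16 immediate-early and stress genes, 9 were higher and none was lower (14 higher when adjusted over the list alone; median log2 fold change 2.05, adjusted p = 0.00839 from fry), including JUND (2.56), NR4A2 (3.25), ZFP36 (1.60) and BTG2 (1.20). Of 22 naive and stem-like genes, 5 were lower and none was higher (8 lower when adjusted over the list alone; median -0.72, fry adjusted p = 0.0497): TRABD2A (-2.21), NOSIP (-1.06), LDHB (-0.99), IL7R (-1.16) and ACTN1 (-1.81). Of 24 effector and cytotoxic genes, ZEB2 (2.15) and IFNG (3.51), which encodes interferon-γ, were higher, in 7 of 8 donors each, none was lower and 22 had positive values (median 0.84, fry adjusted p = 0.259). None of the 16 genes of Figure 10A passed the test: NKG7 had 1.10 (adjusted p = 0.181), GZMB 2.27 (0.113), GNLY 1.71 (0.114), KLRG1 -0.49 (0.503), CCR7 -1.80 (0.0507) and LEF1 -1.14 (0.0712). CCR7 passed with DESeq2 (adjusted p = 0.0195), as did GZMB (0.0457) and GNLY (0.0216). LAG3, an inhibitory checkpoint receptor, rose by 2.68 (1 of 7 checkpoint genes), the activation marker CD38 by 1.95, and the helper T cell ligand CD40LG fell by 1.28 (1 higher and 1 lower of 9 activation genes). As a list, the activation genes were on balance higher (8 of 9 positive, median 0.79, fry adjusted p = 0.0497), with 3 higher and 1 lower when adjusted over the list alone. Of 15 interferon response genes, all had positive values and 1 passed, IFIT3 (4.14; fry adjusted p = 0.452). Among abundant genes, the largest rises besides BHLHE40 and genes of myeloid granules were RHOB (5.01), PMAIP1 (4.45), a proapoptotic BCL2 family member, and the nuclear lamina gene LMNA (3.69), and the falls included SUSD3 (-2.36), DENND2D (-2.09) and BEX3 (-1.94). Genes of myeloid granules were also higher in AML T cells, 5 of 6 tested (median 3.82), with MPO, AZU1 and CFD at log2 fold changes of 5.07, 4.86 and 3.76. Summed without SRGN, which T cells also express, the listed granule genes had a median of 148 CPM in AML T cells, 30.5 in HD T cells and 3759 in the other cells of the AML donors. The red cell gene HBB was lower, at 0.679 ± 1.92 CPM in AML and 69.6 ± 37.1 in HD. Of 6249 genes, 828 passed an adjusted p of 0.05 (479 higher, 349 lower), at 75061 to 680785 summed UMIs per donor in AML and 1720536 to 3299482 in HD. With every donor's counts thinned to the lowest total, 51 genes passed, and 76 passed when T cells were picked by counts of marker genes; left-out donors gave 435 (without HD 2) to 907, and ended the call of RHOB in 8 of 12 fits, of CD38 and IFIT3 in 4 each and of ZEB2, IFNG and LAG3 in 2 each.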

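In T cells of B-ALL donors, 103 genes were higher and 37 lower than in the same 4 HD. BHLHE40 had 57.5 ± 43.5 CPM (SD, n = 7) in B-ALL and was higher than in HD in 7 of 7 donors (standard error of the log2 fold change 0.46, adjusted p = 0.00518 from edgeR). The other largest rises were SERTAD1 (3.03), the clock gene PER1 (2.63), CSRNP1 (2.58), NR4A2 (2.46) and the transcript AC245014.3 (2.33). Of the immediate-early and stress genes, JUND, ZFP36, NR4A2 and BTG2 were higher of 16 tested (13 when adjusted over the list alone; median 1.69, fry adjusted p = 0.0852 for 1 direction and 0.0292 for either). Of the naive and stem-like genes, LDHB (-0.96) and TRABD2A (-1.32) were lower of 22 tested (3 when adjusted over the list alone; median -0.52, fry adjusted p = 0.253). SUSD3 (-1.47), SH3YL1 (-1.47), DENND2D (-1.28) and SIRPG (-1.14) were lower as well. None of 24 effector and cytotoxic genes passed, though 21 had positive values (median 0.90, fry adjusted p = 0.304), with GNLY at 1.79 (adjusted p = 0.192; past the threshold with DESeq2), NKG7 at 1.28 (0.225) and CCR7 with an adjusted p of 0.352. The count of 140 genes ranged from 10 (without HD 4) to 248 (without B-ALL 7) when each donor was left out, and was 7 with T cells picked by counts and 321 with DESeq2. With a donor left out, the call was lost in 10 of 11 fits for TRABD2A, in 9 each for NR4A2 and BTG2, in 8 each for PER1 and DENND2D, in 7 for LDHB, in 5 for ZFP36, and in 3 or fewer for the other genes named. Between AML and B-ALL, 3 genes passed the threshold, a count for which chance was not excluded, and all had higher values in AML: the granule gene CFD (4.65, adjusted p = 0.00199), the checkpoint receptor CTLA4 (2.94, adjusted p = 0.0354) and the transcript AC004556.1 (5.85, adjusted p = 0.0354), which had 15.8 ± 17.8 CPM in AML and 0.0765 ± 0.202 in B-ALL. CTLA4 lost its call in 11 of 15 fits with a donor left out. Without 1 of 9 donors (AML 3, 4, 5 or 6, or B-ALL 1, 2, 3, 4 or 5), 1 gene was left. The paper compares the cell fractions with its mass cytometry of naive, memory and effector T cells (Figure 1) and states that both show more effector T cells in patients with leukemia than in HD.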

Consistent with prior mass cytometry data (Figure 1) showing increase in effector T cells in leukemia patients compared with HD, scRNA-Seq also revealed a greater proportion of T cells in the T2 (effector like) cluster in AML and B-ALL BM (Figure 10B). Similarly, consistent with prior mass cytometry data showing greater effector T differentiation in HR-ALL, scRNA-Seq also identified enrichment of the T2 cluster with greater effector differentiation in the HR B-ALL cohort (Figure 10C). In addition to T cells, scRNA-Seq analysis also validated prior mass cytometry data showing a decrease in granzyme expression in NK cells from AML patients (Figure 10D). Together, these data provide validation of the mass cytometry findings.

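NK-like cells of AML donors had lower mean levels of GZMA and PRF1 than those of HD, but not beyond the spread between donors. GZMA, which encodes granzyme A, had 1452 ± 725 CPM (SD, n = 4) in AML and 2124 ± 250 (n = 4) in HD, and all 4 AML donors were below the HD mean (log2 fold change -0.55, standard error 0.32, adjusted p = 0.407 from edgeR). PRF1 had 1662 ± 915 CPM in AML and 2320 ± 287 in HD, with 3 of 4 AML donors below the HD mean (log2 fold change -0.47, standard error 0.33, adjusted p = 0.497 from edgeR). GZMB and GZMH had log2 fold changes of 0.45 and 0.43, neither past the threshold, whereas GZMK fell from 106 ± 7.92 to 6.68 ± 13.4 CPM (log2 fold change -4.22, adjusted p = 0.0208; -7.58 to -3.71 with a donor left out). At the few summed UMIs of the AML donors, such a level of GZMK is near the floor, so the size of its fall is uncertain. As a list, the 24 effector and cytotoxic genes were on balance lower (median -0.37, fry adjusted p = 0.0132), with GZMK and the NK receptor KLRD1 (-1.05) lower and none higher; adjusted over the list alone, 2 were lower and 1, GNLY, was higher. The list of 16 mature NK cell genes had none past the threshold (median -0.19, fry adjusted p = 0.161). CD160, an NK receptor of the checkpoint list, was also lower (-1.39). Higher in AML NK cells was CD69 (2.04), 1 of 5 activation genes, which all had positive values (2 higher when adjusted over the list alone, median 1.30, fry adjusted p = 0.0132). Of 10 immediate-early and stress genes, FOS (3.61) and JUND (2.18) were higher (7 when adjusted over the list alone, median 1.52, fry adjusted p = 0.0230). Of 4 proliferation genes, TUBA1B (1.68), PCNA (1.87) and STMN1 (2.20) were higher (fry adjusted p = 0.0132). The largest other rises were PER1 (4.04), BHLHE40 (3.52), CSRNP1 (3.27), PIM3 (3.13) and COG3 (3.08), and the falls included SLC25A11 (-2.72), GIMAP7 (-2.50), GLIPR1 (-2.42) and the lymphocyte sphingosine-1-phosphate receptor S1PR4 (-2.13). Of 2592 genes, 39 were higher and 17 lower, at 44078 to 76216 summed UMIs per AML donor and 203390 to 710276 per HD. GZMA lies on chromosome 5 from 55102648 to 55110252 and PRF1 on chromosome 10 from 70597348 to 70602775. In 4 AML donors at least 10 NK-like cells were found, and without a filter on low counts GZMA passed the threshold (-0.88, adjusted p = 0.0333). With a donor left out, BHLHE40 and GIMAP7 stayed past the threshold in 8 of 8 fits, while the call was lost in 7 for PCNA, in 6 each for STMN1, FOS, JUND and CD160, in 5 each for TUBA1B, KLRD1, PIM3, COG3 and GLIPR1, in 4 for GZMK, in 2 each for CD69, CSRNP1 and S1PR4, in 4 of 6 for SLC25A11 and in 1 of 4 for PER1. The count of 56 genes was 6 without HD 1, 7 without AML 3 and 4 when counts were thinned to the lowest donor.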

Because mass cytometry revealed that patients with favorable cytogenetics were associated with less effector T cell differentiation (Figure 7, A and C), we used scRNA-Seq data to compare transcriptomes of tumor cells between patients with enrichment of T1 (naive like) or T2 (effector like) T cell clusters. 

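In B-ALL donors with a larger share of T2-like cells among their T cells, the blast-like cells expressed more SOX4, a transcription factor of progenitor cells, and more ID2, an inhibitor of differentiation factors. Over the 6 donors with at least 10 blast-like cells, SOX4 ranged from 7.42 to 11.50 log2 CPM and ID2 from 6.31 to 10.40, while the T2-like share of T cells ranged from 28.4 to 93.4%. Pearson's r was 0.92 for SOX4 (exact permutation p = 0.00417, adjusted p = 0.0139 over the 10 genes labelled in Figure 10E) and 0.92 for ID2 (exact permutation p = 0.00417, adjusted p = 0.0139). Spearman's rho was 0.94 for each (exact permutation p = 0.0167, adjusted p = 0.0556). The study labelled the 10 genes on these same samples, so their p values are not independent evidence. HMGB2, a chromatin protein of dividing cells, went the other way (r = -0.97, exact permutation p = 0.00417, adjusted p = 0.0139; rho = -1, exact permutation p = 0.00278). Without the 2 donors farthest from the median T2-like share, which had the lowest shares, 4 donors were left. Among these, r was 0.59 for SOX4, 0.70 for ID2 and -0.94 for HMGB2. Per 10 percentage points of T2-like cells, log2 expression was higher by 0.51 for SOX4 (standard error 0.11, adjusted p = 0.259 over all genes from edgeR) and by 0.47 for ID2 (standard error 0.11, adjusted p = 0.263). Of 9 stem and progenitor genes, 6 had positive slopes, and SOX4 and ID2 passed when adjusted over the list alone, where the study's own choice of these 2 genes on these samples is not independent evidence (fry adjusted p = 0.779 for 1 direction and 0.0497 for either). Among 10853 genes, 1 passed an adjusted p of 0.05 from edgeR, USP53, which had a slope of -1.78 (standard error 0.10, adjusted p = 0.00522); with a donor left out, the count was 0 to 99 (0 without B-ALL 1, 2 or 5, and 99 without B-ALL 4). SOX4 (ENSG00000124766) lies on chromosome 6 from 21592768 to 21598619 and ID2 (ENSG00000115738) on chromosome 2 from 8678845 to 8684453. The blast-like cells numbered 249 to 1643 per donor, at 1950939 to 16062752 UMIs. The paper's text does not say which patients formed its T1- and T2-enriched groups, so the relation was taken across donors. With the T2-like share taken of T and NK cells, r was 0.81 for ID2 (exact permutation, adjusted p = 0.115). With a donor left out, the adjusted p was over 0.05 for ID2 whichever donor it was, for SOX4 except without B-ALL 7, and for HMGB2 in 5 of 6 fits. The r in these fits stayed at 0.90 to 0.95 for ID2, 0.86 to 0.97 for SOX4 and -0.99 to -0.96 for HMGB2. Since 5 donors allow few pairings, a lost call says little by itself.

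**Figure D2:**
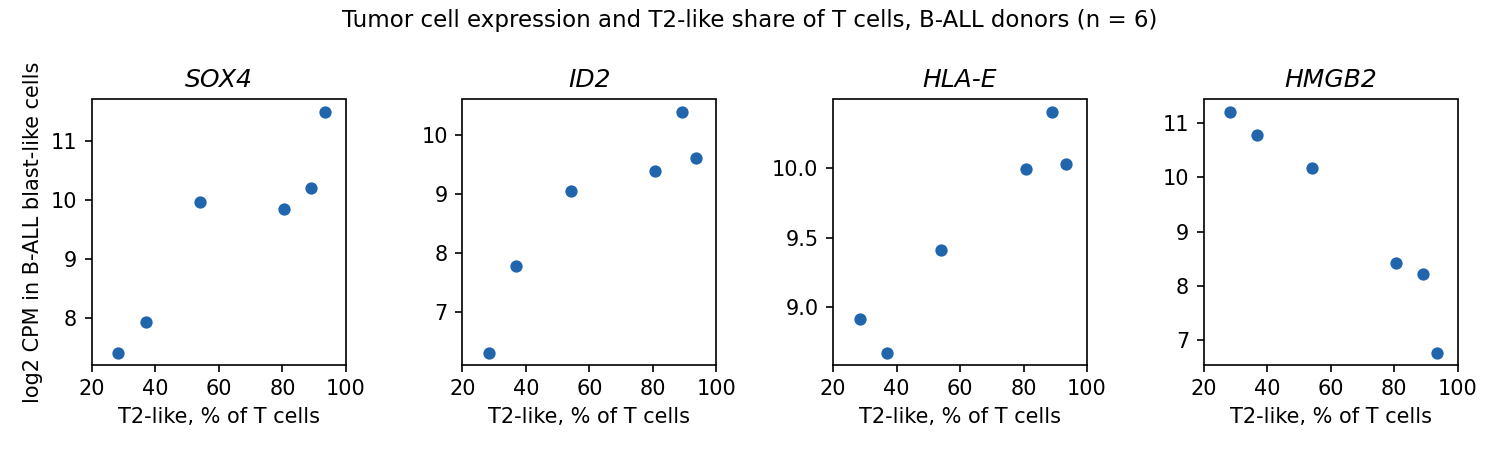
Expression of SOX4, ID2, HLA-E and HMGB2 in blast-like cells (log2 CPM of counts summed per donor) against the percent of T cells that were T2-like, each point a B-ALL donor (n = 6). SOX4, ID2 and HLA-E are higher and HMGB2 is lower at larger T2-like shares, with T2-like shares from 28.4 to 93.4%.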

Interestingly, this revealed that tumors with increased effector T cells were enriched for higher expression of stem/progenitor cell–associated genes such as *SOX4* and *ID2*. These tumors also had higher expression of immune genes (such as HLA genes [both *MHC-I* and *HLA-E*] and β-2 microglobulin) (Figure 10E). Therefore, HR immune signatures may be linked to properties of tumor cells such as the presence of stem-like genes.

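Among the 10 genes labelled in Figure 10E, HLA-E was the MHC gene most closely related to the T2-like share in B-ALL blast-like cells. HLA-E, a nonclassical MHC class I molecule that binds the NKG2A receptor, ranged from 8.67 to 10.41 log2 CPM over 6 donors. Its Pearson's r was 0.95 (exact permutation p = 0.0139, adjusted p = 0.0347 over 10 genes) and its Spearman's rho 0.89 (exact permutation p = 0.0333, adjusted p = 0.0833), and r was 0.88 without the 2 donors farthest from the median share. With a donor left out, its adjusted p was over 0.05 in 6 of 6 fits, where few pairings are possible, while its r stayed at 0.95 to 0.97. Over all genes, the slope of HLA-E had an adjusted p of 0.269 from edgeR. The study labelled the 10 genes on these same samples, so p values over these genes are not independent evidence. B2M, the light chain of all MHC class I molecules, had r = 0.89 (exact permutation p = 0.0306, adjusted p = 0.0611), rho = 0.77 (exact permutation p = 0.103) and r = 0.82 without those 2 donors. Pearson's r was 0.74 for HLA-B (exact permutation p = 0.0847) and 0.58 for HLA-C (exact permutation p = 0.214), with rho of 0.71 and 0.60 (exact permutation p = 0.136 and 0.242). Without the 2 farthest donors, their r was -0.05 and 0.06. These 2 donors had the lowest T2-like shares. The 4 donors left are too few, over a narrower range of shares, to say whether the relations rest on these 2. All 12 tested genes of MHC class I presentation had positive slopes (median 0.14 in log2 per 10 percentage points); none passed the test singly, and the list gave an adjusted p of 0.0728 for 1 direction and 0.00941 for either from fry. MHC class II genes had 4 of 8 positive slopes (fry adjusted p = 0.779). Of the genes that Figure 10E places with T1-enriched patients, TXNIP had r = -0.68 and rho = -0.71 (exact permutation p = 0.136), and r was -0.03 without the 2 farthest donors. S100A9 had r = -0.02 (exact permutation p = 0.993) and rho = 0.54 (exact permutation p = 0.297), and its r was 0.89 without B-ALL 7. HLA-E (ENSG00000204592) lies on chromosome 6 from 30489467 to 30494205 and B2M (ENSG00000166710) on chromosome 15 from 44711487 to 44718877. B2M passed the adjusted threshold with log2 CPM without TMM factors (r = 0.89, adjusted p = 0.0231) and in blast-like cells without a UMI of MKI67 or TOP2A (r = 0.87).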

## Discussion

In this paper, we have used complementary single cell tools to study the immune landscape of the tumor microenvironment in childhood leukemias. Our data show that immune activation and subsequent dysfunction in both innate and adaptive immunity are common features of childhood leukemias. These data have broad biologic implications for cancer immunology, since pediatric leukemias have typically been a prototype of tumors with relatively low mutational burden and therefore fewer mutation-derived neoantigens. Contrary to this dogma, our data suggest that childhood leukemias are commonly immunogenic and lead to significant alterations in the BM microenvironment.

Although pediatric leukemias, by definition, have a shorter natural history compared with many adult tumors, T cells in the BM of these patients already exhibit markers of chronic immune activation and exhaustion/dysfunction recently described in adult tumors (18). Recent studies have shown that maintaining protective immunity in the setting of chronic antigenic stimulation such as chronic viral infections may depend on a subset of TCF1^hi^ memory stem-like T cells, which prevent attrition of exhausted T cell clones over time (23, 25, 30, 31). Our finding that this compartment is markedly depleted in childhood leukemias provides a potential explanation for the inability of the immune system to naturally control these tumors at diagnosis in spite of an apparently abundant immune response to neoantigens (13). These data also show that the hierarchy of T cell exhaustion is not just a feature of adult tumors as described to date (25, 32), but also is present in tumors in children who have a much lower mutational burden. Since TCF1^+^ cells have been implicated in the proliferative burst following immune checkpoint blockade (31), these data may also provide an explanation for the apparent lack of clinical activity of PD-1 pathway inhibitors in childhood leukemia.

Our data identify similarities as well as distinct differences in the immune microenvironment between B-ALL and AML that may be clinically relevant and carry translational potential. For example, our data suggest that dysfunction of NK cells may be more prominent in AML than in B-ALL and may contribute to greater immune paresis and susceptibility to infections in these patients. Evaluation of immune therapies in childhood leukemias has been limited to T cell redirection strategies, with limited evaluation of immune checkpoints mostly limited to the PD-1 pathway (33). Our finding that the expression of TIGIT and LAG3 is increased in marrow-infiltrating T cells supports specific evaluation of these targets, already under active investigation in adult cancers, in pediatric leukemia (34).

It is of interest that clinical HR leukemias (of either subtype) are associated with depletion of naive T cells and greater effector CD8^+^ T cell differentiation — particularly, accumulation of terminal effector T cells. Properties of the host response may therefore contribute to the biologic basis of the observed differences in clinical risk. The degree to which the increased effector T cell differentiation and consequent enrichment of terminal effectors or depletion of stem-like TCF1-expressing memory T cells is reversible is not known, but properties of endogenous T cell response may have a major impact on the durability of responses to immune therapies, including following T cell redirection in children treated with CAR-T cells (22).

Strengths of this analysis are that it is based on high-dimensional single cell proteomic data in the BM and focused on immune cells, with both cell surface and intracellular markers and not just limited to single cell transcriptomic analyses. Potential weaknesses include lack of data on survival in B-ALL cohort, since many of the B-ALL samples were collected as a part of a Children’s Oncology Group (COG; www.childrensoncologygroup.org) biology study lacking such data. Due to ethical considerations and ability to provide consent, the HD were limited to young adults instead of children. However, older age of HD is unlikely to be a major factor, as their immune cells were more similar to younger SR B-ALL patients (median age 4.5 years) compared with older HR patients. While the focus in this manuscript is on immune cells, other (nonimmune) cells in the tumor microenvironment may also be important. Another potential limitation of this study is the use of cryopreserved specimens. While this facilitated the concurrent analysis of specimens from leukemia patients and healthy controls together to help reduce the impact of interassay variance, use of thawed specimens may not measure a representative sample of the in vivo setting, as it can particularly impact certain populations such as granulocytes.

The mechanisms underlying altered T cell differentiation in leukemia deserve further study but may depend, in part, on genomic features of tumor cells (35). In this regard, it is of interest that the HR immune signatures were associated with expression of genes such as *SOX4* and *ID2* that are associated with a less differentiated phenotype of leukemic cells (36, 37). Interestingly, expression of these genes on tumor cells is also associated with higher expression of HLA genes, suggesting that these tumors may be less subject to immune pressure under natural settings. Understanding the mechanisms of immune evasion by these cells and targeting the pathways involved may be essential to maintaining immune control of tumors (38, 39).

## Methods

### Patients and samples.

BM aspirates obtained at the time of diagnosis (B-ALL, *n* = 36; AML, *n* = 28) were used for the described studies. Samples were obtained from children, adolescents, and young adults from the COG or local institutions via informed consent on IRB-approved protocols in accordance with the Declaration of Helsinki. For COG and Aflac biorepository, samples were requested with a diagnosis of either SR or HR B-ALL or low-risk and HR AML. No other criteria were prespecified for sample selection. Yale University samples used in our study were obtained sequentially. Fresh BM aspirates from HD (*n* = 11) were purchased through All Cells Inc. Due to ethical considerations and ability to provide informed consent, BM aspirates from HD were obtained from donors aged > 18 years but limited to younger adults (median age 24 years). BMMNCs were obtained by ficoll density gradient centrifugation. All samples were thawed and processed similarly to reduce assay variability. The viability of the samples assessed by single cell mass cytometry was > 80%. The mean (±SD) BM blast percentages were 77% (±17%) for B-ALL and 66% (±13%) for AML.

### Mass cytometry.

Thawed BM suspensions were stained with two 37-marker panels using metal conjugated antibodies according to manufacturer-suggested concentrations (Fluidigm) as previously described (25, 40). Data on specific antibodies and clones are provided in Supplemental Table 2. Cells were fixed, permeabilized, and washed according to manufacturer’s cell surface and nuclear antigen staining protocol (Fluidigm). After antibody staining, cells were incubated with intercalator solution, washed, mixed with EQ Four Element Calibration Beads (catalog 201078), and acquired with mass cytometer (all reagents from Fluidigm). We targeted minimum 50,000 events, and > 100,000 events were collected for > 90% of the samples. The median number of events collected per sample was 260,000. Gating and data analysis were performed with Cytobank (https://www.cytobank.org/) or SPADE. Intact viable cells were identified using cisplatin and iridium intercalator according to manufacturer-suggested concentrations (Fluidigm). viSNE analysis was performed with Cytobank. Proportional sampling of cells from each patient was done before viSNE analysis and run simultaneously to visualize patients’ viSNE plots. viSNE plots for patient groups were visualized by concatenating FCS files for all patients within each health risk group (Cytobank).

### SPADE analysis.

A total of 51 FCS files were generated to profile 41 protein markers across 51 subjects, including 27 B-ALL patients, 19 AML patients, and 5 HD. The original FCS files were input into FlowJo software and exported after gating on viable cells based on DNA labeling with iridium (Ir191/193), cell length, and cisplatin. The exported FCS files were transferred into the SPADE software (spanning-tree progression analysis of density-normalized events) for analysis (28). The data were transformed using hyperbolic inverse sine transformation, with the cofactor being 5. SPADE was used to analyze all FCS files jointly. More specifically, SPADE performed density-dependent downsampling on individual samples separately, pooled the downsampled cells, performed clustering, constructed a tree structure, and performed upsampling to compute summary statistics based on all cells in the data. The SPADE tree represented all cell phenotypes that existed in at least 1 of the samples. The SPADE tree (shown in Supplemental Figure 2), colored by several of the measured surface protein markers, collectively shows that different regions of the tree corresponded to different marker combinations. A semiautomated method was used to partition the tree into pieces based on the colored versions of the SPADE tree and resulting in pieces with biologically interpretable annotations (26). Two example annotations are shown in Supplemental Figure 2. For each annotated phenotype, median intensity of the marker expression was computed for each protein marker for each sample and visualized in heatmaps to illustrate the differences of protein expression combinations in annotated phenotypes on the SPADE tree.

The annotated SPADE tree is used to derive features for representing individual patients. For each patient, the features include average expression of each protein marker in each annotated phenotype, as well as the cell percentage frequency of each annotated phenotype (41). The feature-patient matrix is used as input for random forest analysis with 5-fold cross-validation, which evaluates whether various patient groups (ALL, AML, and HD) can be accurately classified based on the SPADE-derived features. Using the top 20 features identified by random forest, Euclidean distance is used to compute pairwise patient-to-patient similarities. Heatmap visualization of the patient-to-patient similarities is able to reveal subgroups of patients in the data.

### Functional studies.

BMMNCs were thawed and rested overnight before performing functional assays, including detection of intracellular cytokines and NK degranulation assays, as previously described (42).

Analysis of intracellular cytokines T and NK cells was performed as previously described (43). For cytokine detection, cells were stimulated with phorbol 12-myristate 13-acetate and ionomycin, both at a 500 ng/mL concentration for 5 hours at 37°C in the presence of protein transport inhibitor BD Golgi Stop (0.7 μL/mL). Cells were labeled with dead cell exclusion dye (Thermo Fisher Scientific, catalog L23101), anti-CD3 (clone SP34-2, BD Biosciences, catalog 552851), -CD4 (MT477, BD Biosciences, catalog 742738), -CD8 (SK1, BD Biosciences, catalog 560179), -CD56 (clone NCAM16.2, BD Biosciences, catalog 564447), –PD-1 (clone J105, eBioscience, catalog 25-2799-42), and -TIGIT (MBSA43, eBioscience, catalog 17-9500-42), as well as anti–IFN-γ (clone B27, BD Biosciences, catalog 562392), –IL-2 (clone MQ1-17H12, BioLegend, catalog 500320), –IL-4 (8D4-8, BD Biosciences, catalog 554516), and –IL-17 (clone BL168, BioLegend, catalog 512322) antibodies. Data were analyzed using FlowJo software.

For NK functional studies, BMMNCs from AML (*n* = 9) and B-ALL (*n* = 8) patients were cultured alone or with K562 cells in an effector to target ratio of 1:10. Cells were stained for CD107a (clone H4A3, BD Biosciences, catalog 560664) for 4 hours in the presence of GolgiStop (0.7 μg/mL; BD Biosciences) to detect degranulation. Following incubation, cells were stained for CD3, CD8, and CD56 and analyzed using flow cytometry.

### scRNA-Seq and data analysis.

BMMNCs were thawed for single cell mRNA sequencing and sorted to enrich immune cells based on dead cell exclusion dye and expression of CD45. Barcoded libraries were prepared using the manufacturer’s (10x Genomics) version 2 protocol and sequenced with Illumina HiSeq. Reads were aligned, filtered, deduplicated, and converted into a digital count matrix using Cell Ranger 1.2 (10x Genomics). Additional quality control and data analysis were performed using the Seurat v3 package in R (44). Cells with fewer than 200 unique sequenced genes or more than 10% mitochondrial genes were removed to exclude poorly sequenced cells, and cells with more than 7000 unique sequenced genes or 70,000 sequenced features were removed to exclude potential doublets. Gene expression for each cell was log normalized to total expression per cell using the Seurat NormalizeData function. A total of 2000 highly variable genes across all cells were selected using variance-stabilizing transformation with the Seurat FindVariableFeatures function. Expression of each gene was shifted to achieve a mean of 0 across all cells and then scaled such that the variance across all cells was 1, using the ScaleData function. Principal component analysis (PCA) was then performed on this scaled data using the 2000 previously identified highly variable genes. The top 20 principal components (PCs) were then used for clustering. First, a k-nearest neighbor graph was constructed in this 20 PC space, and the edge weights were refined based the Jaccard similarity using the FindNeighbors function. Then, the Louvain community algorithm was used to optimize modularity by iteratively grouping cells until optimal clustering was reached using the FindClusters function with a resolution of 0.6. For visualization of results, uniform manifold approximation and projection (UMAP) was performed using the top 20 PCs to project the data into a 2-dimensional space. To determine cluster identity, differential gene expression was calculated between each cluster and all others. Significantly differentially expressed genes were identified by the Wilcoxon rank-sum test with a Bonferroni’s correction (*P* < 0.05). Cluster identity was determined by inspection of canonical marker genes (e.g., CD3 for T cells) and confirmed by comparison with documented gene expression profiles of immune cells with SingleR (45). The final data set consisted of 24,081 cells from 19 samples (HD, *n* = 4; B-ALL, *n* = 7; and AML, *n* = 8). Pathway analysis of significantly differentially expressed genes (Wilcoxon rank-sum Bonferroni’s adjusted *P* < 0.05) between clusters of interest was performed using the preranked workflow with gene set enrichment analysis (GSEA) software and the Molecular Signature Database (MSigDB) from the Broad Institute (46). Significantly differentially expressed genes were ranked by their average log-fold change in expression between groups. The gene expression data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE154109).

### Statistics.

Statistical analysis of mass cytometry data was performed using 2-dimensional graphing and statistics software GraphPad Prism. Lack of Gaussian distribution was evaluated with the Shapiro-Wilk test. A nonparametric Mann-Whitney significance threshold of *P* < 0.05 was used to compare different cohorts. Wilcoxon’s rank-sum test with a significance threshold of *P* < 0.05 after Bonferroni’s correction was used to identify differentially expressed genes between clusters and disease states in the scRNA-Seq data. Data in graphs were plotted as mean ± SEM.

In order to identify risk cohorts, expression data across 34 parameters from mass cytometry panel within B-ALL (*n* = 36) and AML (*n* = 28) samples were used to identify patient clusters with similar expression profiles across parameters. Patient-to-patient similarities were assessed using Euclidean distances, and clusters were identified using Ward’s hierarchical agglomerative clustering method. Optimal number of clusters was determined using elbow (number of clusters that minimizes total intracluster variation) and silhouette methods. Within each sample, we further identified clusters with risk status (HR and SR) of patients. The association was ascertained by calculating risk ratio (RR) using Wald`s unconditional maximum likelihood estimation method. The significance of association was achieved at 0 < RR < 1 or RR > 1, and *P* < 0.05. Next, we used logistic regression model to identify markers significantly (0 < OR < 1 or OR > 1, and *P* < 0.05) associated with the clusters. The above analysis was performed using R version 3.6.1.

### Study approval.

Written institutional IRB-approved informed consent, if appropriate; patient assent; and consent from parent/legal guardian was obtained from all patients before obtaining samples used in the studies described (Yale/Emory), in accordance with the Declaration of Helsinki.

## Author contributions

JKB, SSM, KP, and JCV designed and performed experiments, analyzed data, and wrote the manuscript. DBD and AD performed experiments and analyzed data. AK, HSL, MLK, and PQ analyzed data and edited the manuscript. SC and DD collected patient material and edited the manuscript. CF performed experiments. MVD analyzed data, designed experiments, and edited the manuscript. KMD designed and supervised the study, analyzed data, and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
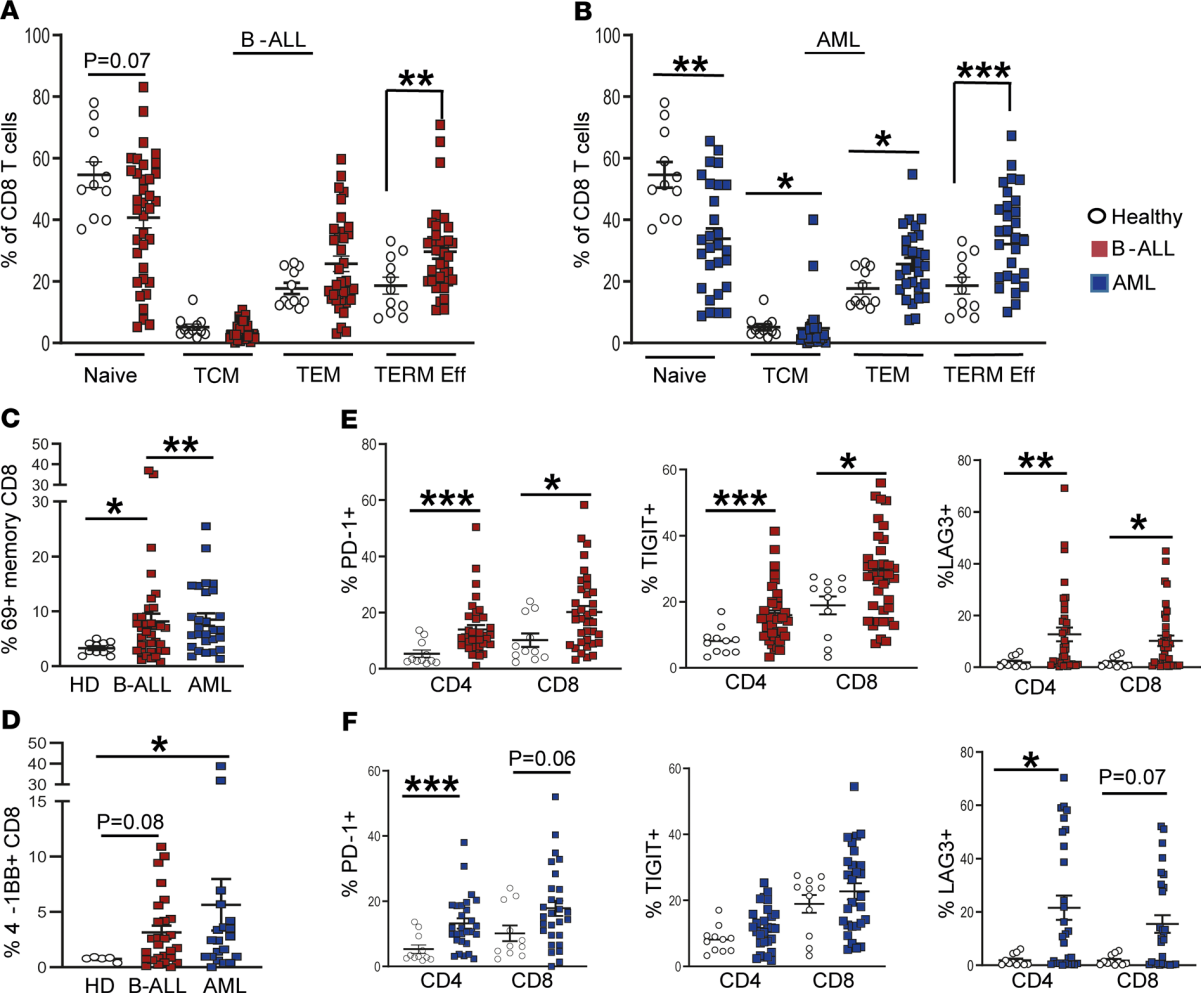
Differences in BM T cells in children with B-ALL and AML at diagnosis. BM mononuclear cells (BMMNCs) from patients with B-ALL (*n* = 36), AML (*n* = 28), and healthy donors (*n* = 11; *n* = 5 for 4-1BB) were characterized using single cell mass cytometry. (**A**) Figure shows percent naive (CCR7^+^CD45RO^–^), central memory (TCM; CCR7^+^CD45RO^+^), effector memory (TEM; CCR7^–^CD45RO^+^), and terminal effector (TERM Eff; CCR7^–^CD45RO^–^) CD8^+^ T cells in B-ALL and HD BM. (**B**) Percent naive, central memory, effector memory, and terminal effector CD8^+^ T cells in AML and HD BM. (**C**) Expression of CD69 on memory CD8^+^ T cells from B-ALL, AML, and HD marrow. (**D**) CD8^+^ T cells expressing 4-1BB in B-ALL, AML, and HD BM. (**E**) Figure shows expression of inhibitory immune checkpoints PD-1, TIGIT, and LAG3 on CD4^+^ and CD8^+^ T cells in B-ALL and HD BMMNCs. (**F**) Expression of inhibitory immune checkpoints PD-1, TIGIT, and LAG3 in CD4^+^ and CD8^+^ T cells from AML and HD BM. All graphs show mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by Mann-Whitney *U* test.

**Figure 2:**
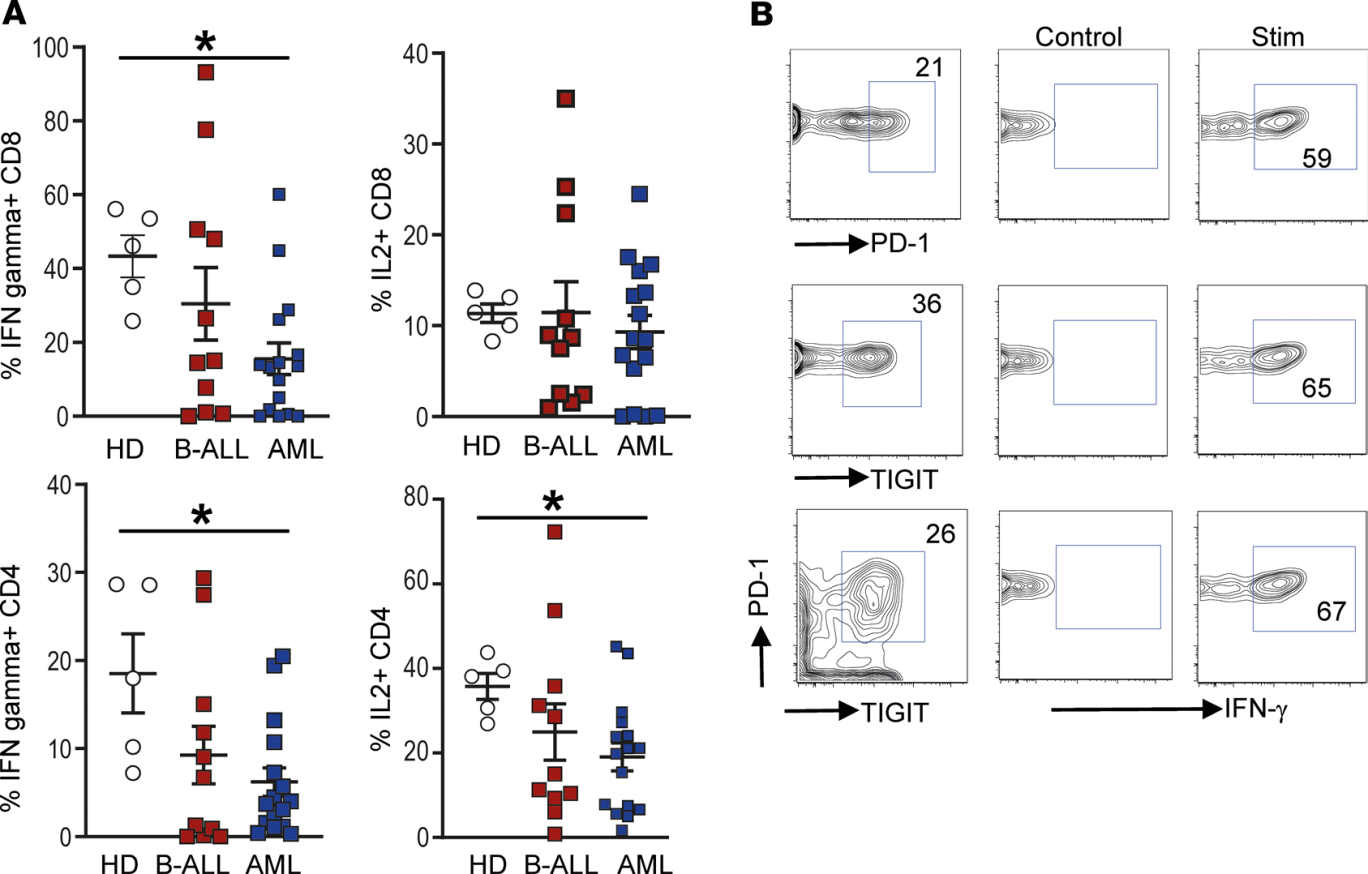
Changes in BM T cell function in children with B-ALL and AML at diagnosis. BMMNCs from B-ALL (*n* = 13), AML (*n* = 17), or HD (*n* = 5) were cultured alone or with PMA/ionomycin in the presence of GolgiStop. After 4 hours of culture, cells were stained with dead cell exclusion dye as well as antibodies to detect surface CD3, CD4, CD8, PD-1, TIGIT, intracellular IFN-γ, and IL-2 and analyzed using flow cytometry. (**A**) Proportion of CD8^+^ and CD4^+^ T cells secreting IFN-γ and IL-2. (**B**) IFN-γ secretion by cells expressing PD-1 and/or TIGIT. Figure shows a representative plot from patient with AML. All graphs show mean ± SEM. *P < 0.05 by Mann-Whitney *U* test with Bonferroni’s correction for multiple comparisons.

**Figure 3:**
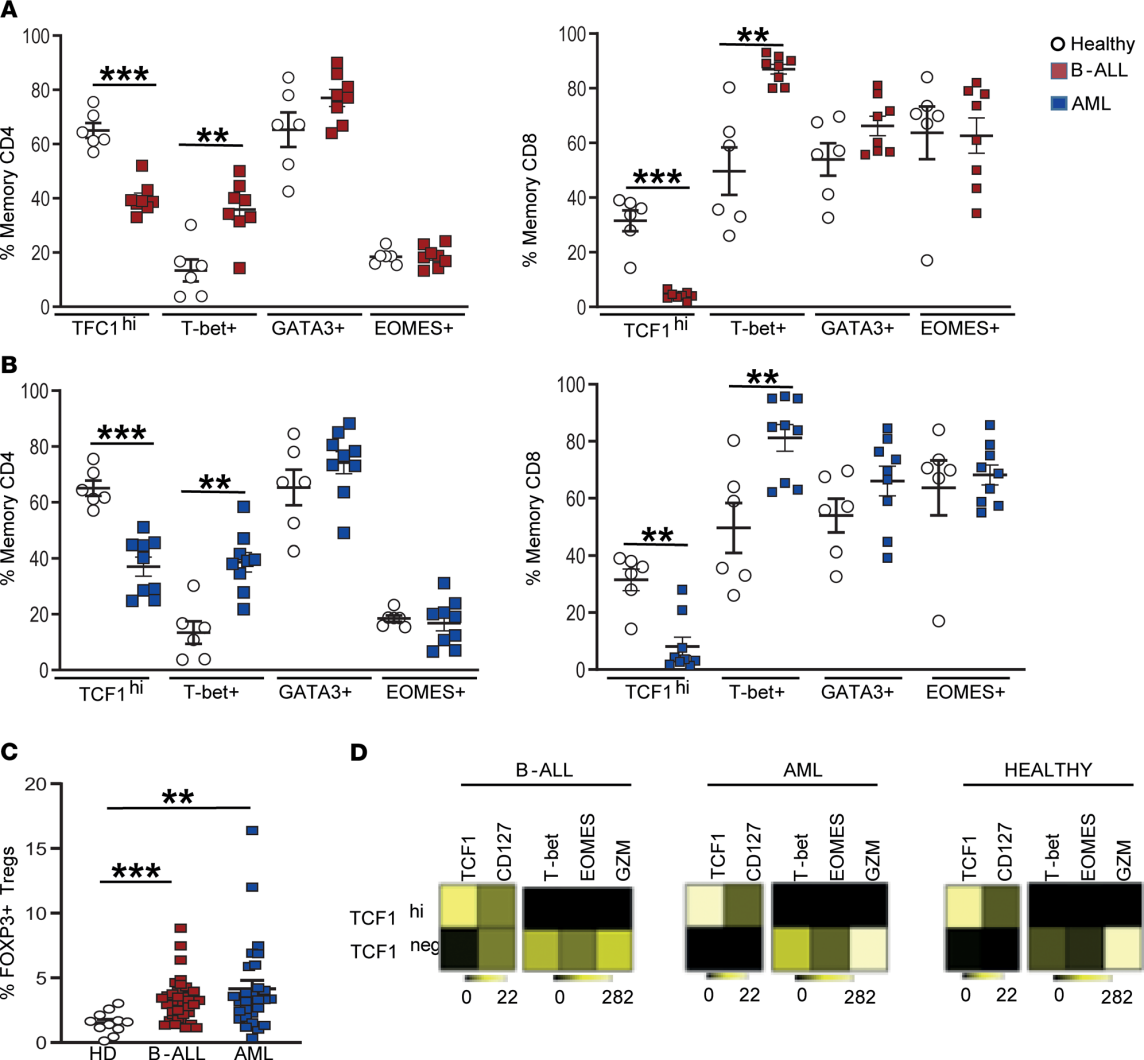
Changes in BM T cell transcription factors in children with B-ALL and AML at diagnosis. BMMNCs from B-ALL (*n* = 13), AML (*n* = 17), or HD (*n* = 5) were cultured alone or with PMA/ionomycin in the presence of GolgiStop. After 4 hours of culture, cells were stained with dead cell exclusion dye as well as antibodies to detect surface CD3, CD4, CD8, PD-1, TIGIT, intracellular IFN-γ, and IL-2 and analyzed using flow cytometry. (**A**) Expression of TCF1, T-bet, GATA3, and EOMES transcription factors in memory CD4^+^ (left) and CD8^+^ (right) T cells in BMMNCs from HD and patients with B-ALL. (**B**) Expression of TCF1, T-bet, GATA3, and EOMES transcription factors in memory CD4^+^ (left) and CD8^+^ (right) T cells in BMMNCs from HD and patients with AML. (**C**) Tregs (CD3^+^CD4^+^CD25^+^CD127^–^FOXP3^hi^) as percentage of total T cells in BM from HD (*n* = 11) and patients with B-ALL (*n* = 36) and AML (*n* = 28). (**D**) Heatmaps showing characteristics of the TCF1^hi^ and TCF1^–^ CD8^+^ memory T cells from HD, B-ALL, and AML. All graphs show mean ± SEM. **P < 0.01, ***P < 0.001 by Mann-Whitney *U* test with Bonferroni’s correction for multiple comparisons.

**Figure 4:**
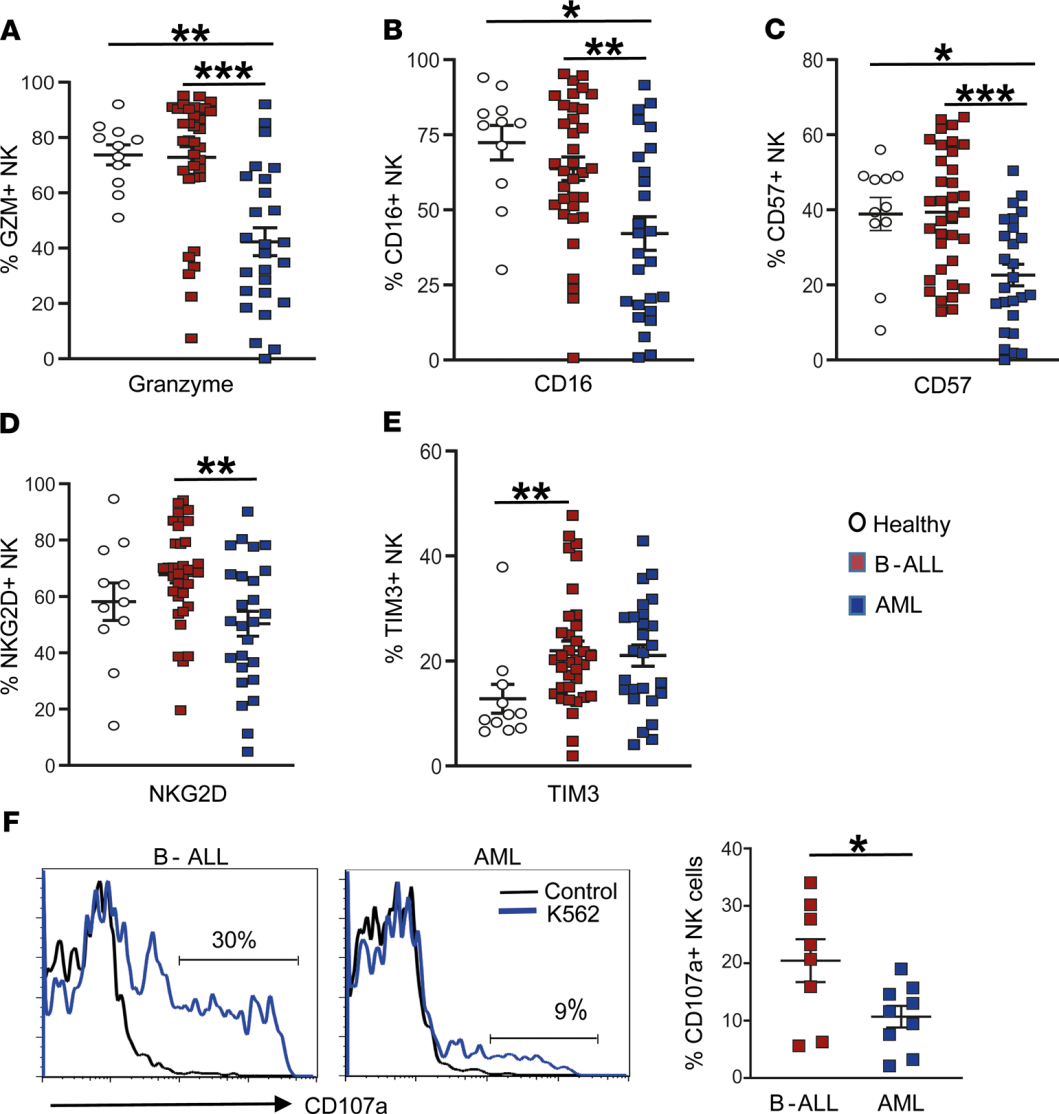
Changes in BM NK cells. (**A–E**) Expression of granzyme (GZM) (**A**), CD16 (**B**), CD57 (**C**), NKG2D (**D**), and TIM3 (**E**) on BM NK cells from HD (*n* = 11), as well as patients with B-ALL (*n* = 35) and AML (*n* = 26). (**F**) Histograms show change in surface expression of CD107a as a marker of NK cell degranulation upon NK cell culture alone (control) or with K562 cells. Left panels are representative patients, and the graph on the right shows data from several patients (B-ALL, *n* = 8; AML, *n* = 9). All graphs show mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by Mann-Whitney *U* test with Bonferroni’s correction for multiple comparisons.

**Figure 5:**
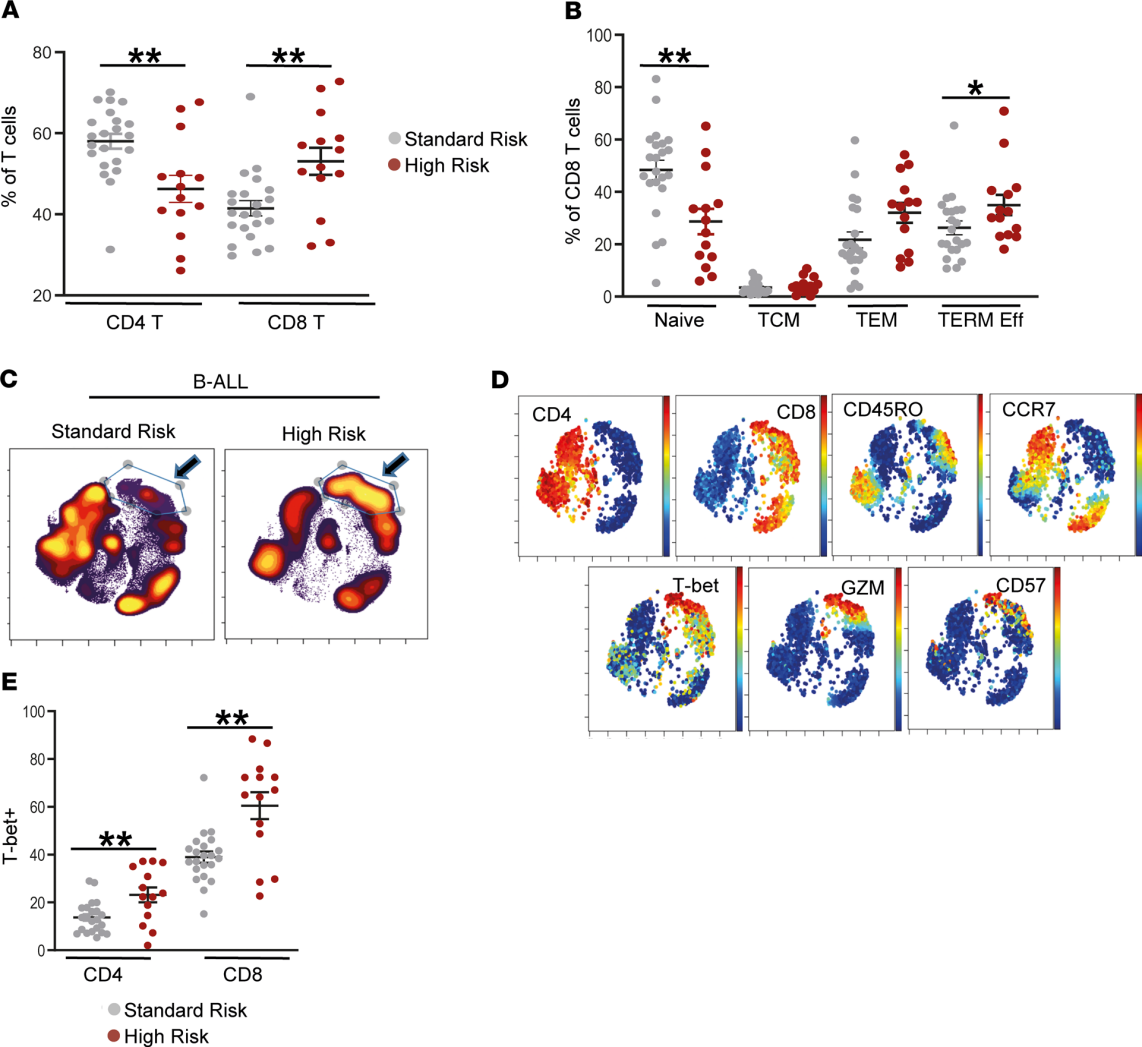
Immune correlates of clinical disease risk in B-ALL. BMMNCs from patients with standard-risk (*n* = 22) and high-risk (*n* = 16) B-ALL were characterized using single cell mass cytometry. (**A**) Distribution of CD4^+^ and CD8^+^ T cells by risk status. (**B**) Frequency of naive, central memory (TCM), effector memory (TEM), and terminal effector (TERM Eff) CD8^+^ T cells by risk status. (**C**) viSNE density plots for patient groups (standard risk, *n* = 17; high risk, *n* = 9) visualized by concatenating FCS files for patients within each risk group. (**D**) viSNE plots showing expression of CD4, CD8, CCR7, CD45RO, T-bet, granzyme (GZM), and CD57 from a representative patient. (**E**) Expression of T-bet in memory CD4^+^ and CD8^+^ T cells from B-ALL patients with standard-risk or high-risk disease. All graphs show mean ± SEM. *P < 0.05, **P < 0.01 by Mann-Whitney *U* test.

**Figure 6:**
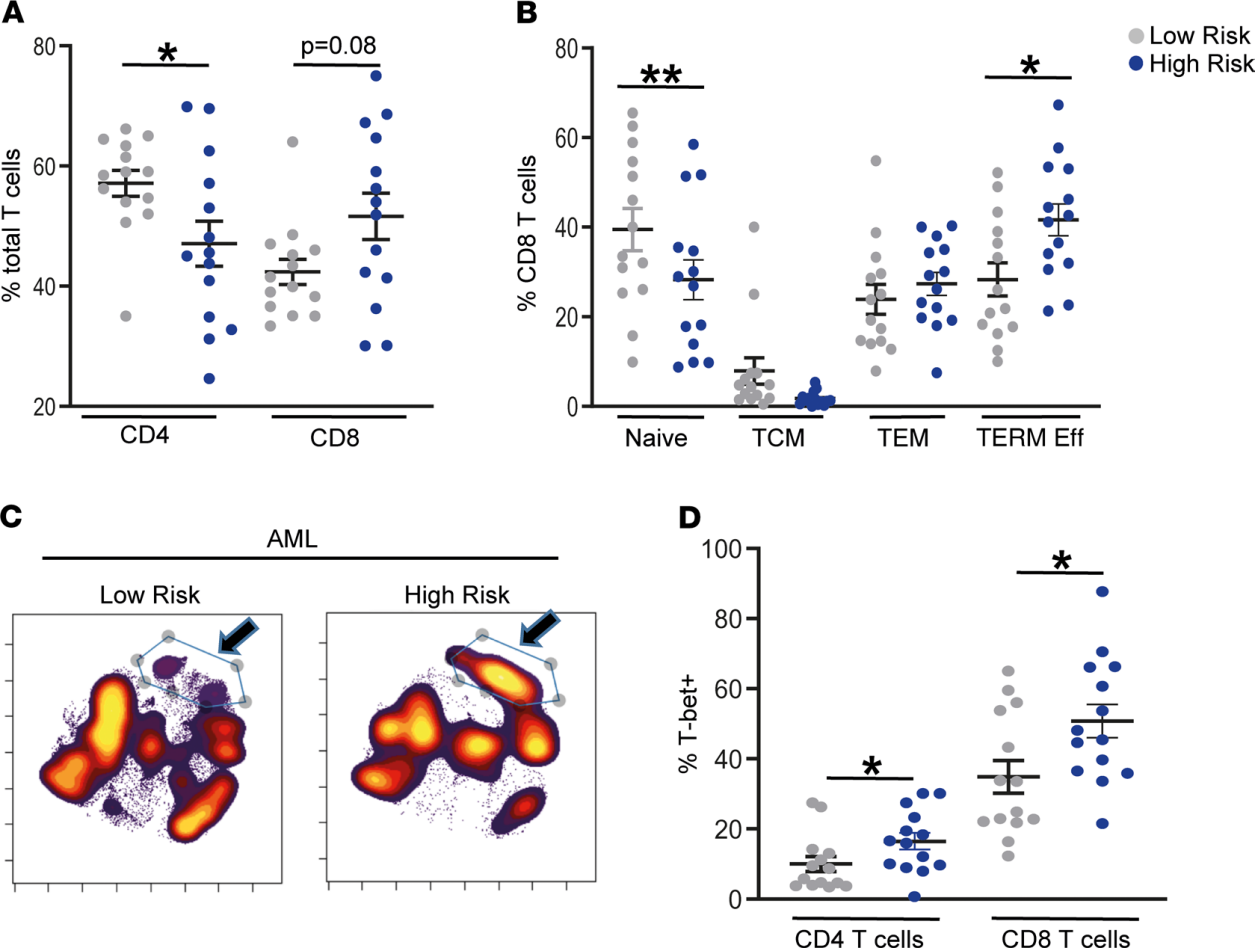
Immune correlates of clinical disease risk in AML. BMMNCs from patients with low-risk (*n* = 14) and high-risk (*n* = 14) AML were characterized using single cell mass cytometry. (**A**) Distribution of CD4^+^ and CD8^+^ T cells by risk status. (**B**) Frequency of naive, central memory (TCM), effector memory (TEM), and terminal effector (TERM Eff) CD8^+^ T cells by risk status. (**C**) viSNE density plots for patient groups (low risk, *n* = 10; high risk, *n* = 10) visualized by concatenating FCS files for all patients within each disease risk group. (**D**) Expression of T-bet in memory CD4^+^ and CD8^+^ T cells from AML patients with low-risk or high-risk disease. All graphs show mean ± SEM. *P < 0.05, **P < 0.01 by Mann-Whitney *U* test.

**Figure 7:**
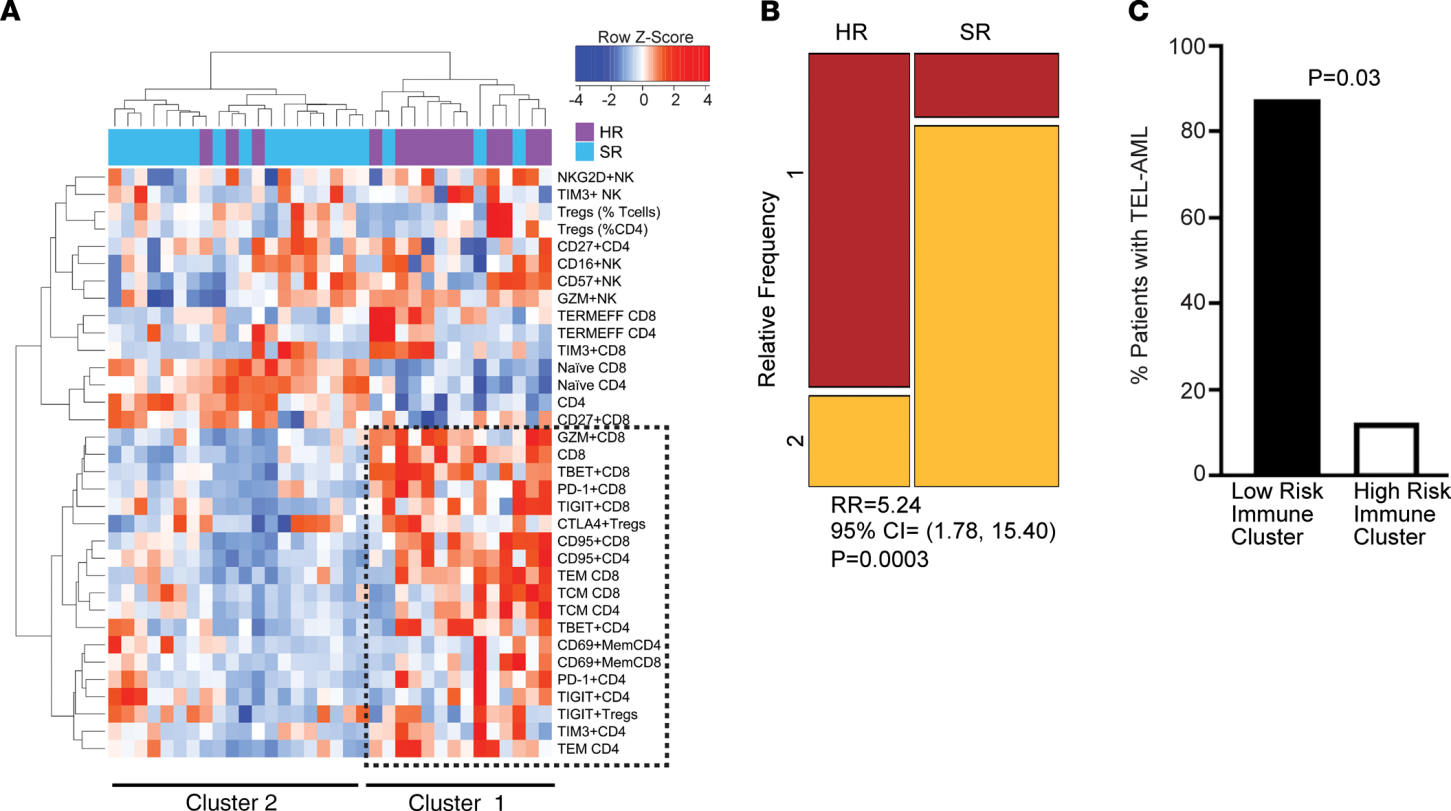
Distinct immune clusters associate with disease risk and outcome in childhood B-ALL. BMMNCs from patients with standard-risk (SR, *n* = 22) and high-risk (HR, *n* = 16) B-ALL were characterized using single cell mass cytometry. (**A**) Hierarchical cluster analysis based on immune markers in B-ALL. (**B**) Mosaic plot showing distribution of HR and SR B-ALL patients in the 2 clusters (relative frequency in cluster 1 is in red and cluster 2 is in yellow). *P* value corresponds to Wald’s test. (**C**) Bar graph showing distribution of TEL-AML^+^ B-ALL patients in the immune clusters. *P* value corresponds to Wald’s test.

**Figure 8:**
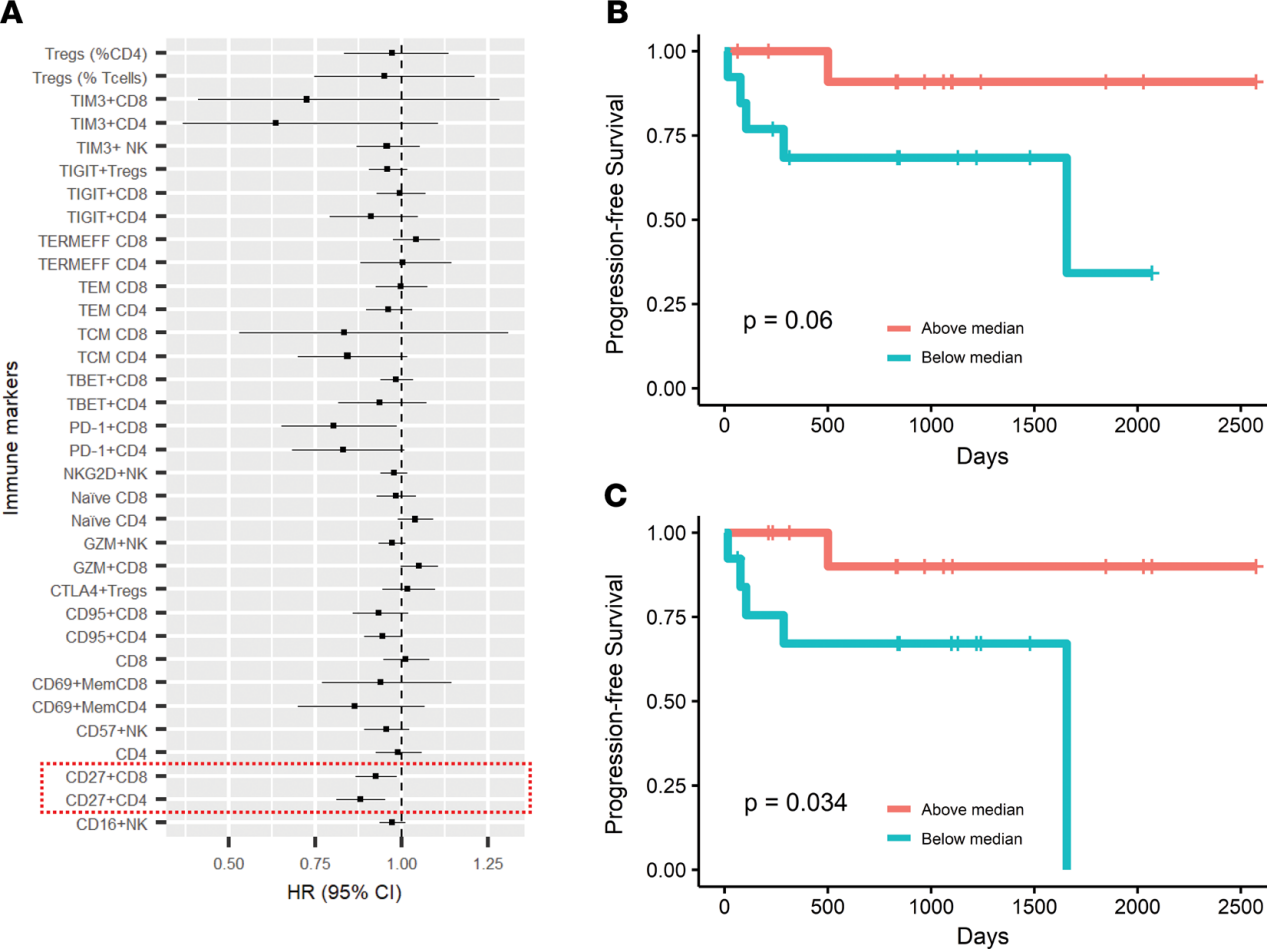
Distinct immune clusters associate with disease risk and outcome in childhood AML. BMMNCs from patients with AML (*n* = 28) were characterized using single cell mass cytometry. (**A**) Forest plot showing Cox regression analysis of immune markers with progression-free survival in AML. (**B** and **C**) Progression-free survival of AML patients with above- versus below-median proportions of CD27^+^CD4^+^ T cells of total CD4^+^ T cells (**B**) and CD27^+^CD8^+^ T cells (**C**) of total CD8^+^ T cells. *P* values correspond to log-rank test.

**Figure 9:**
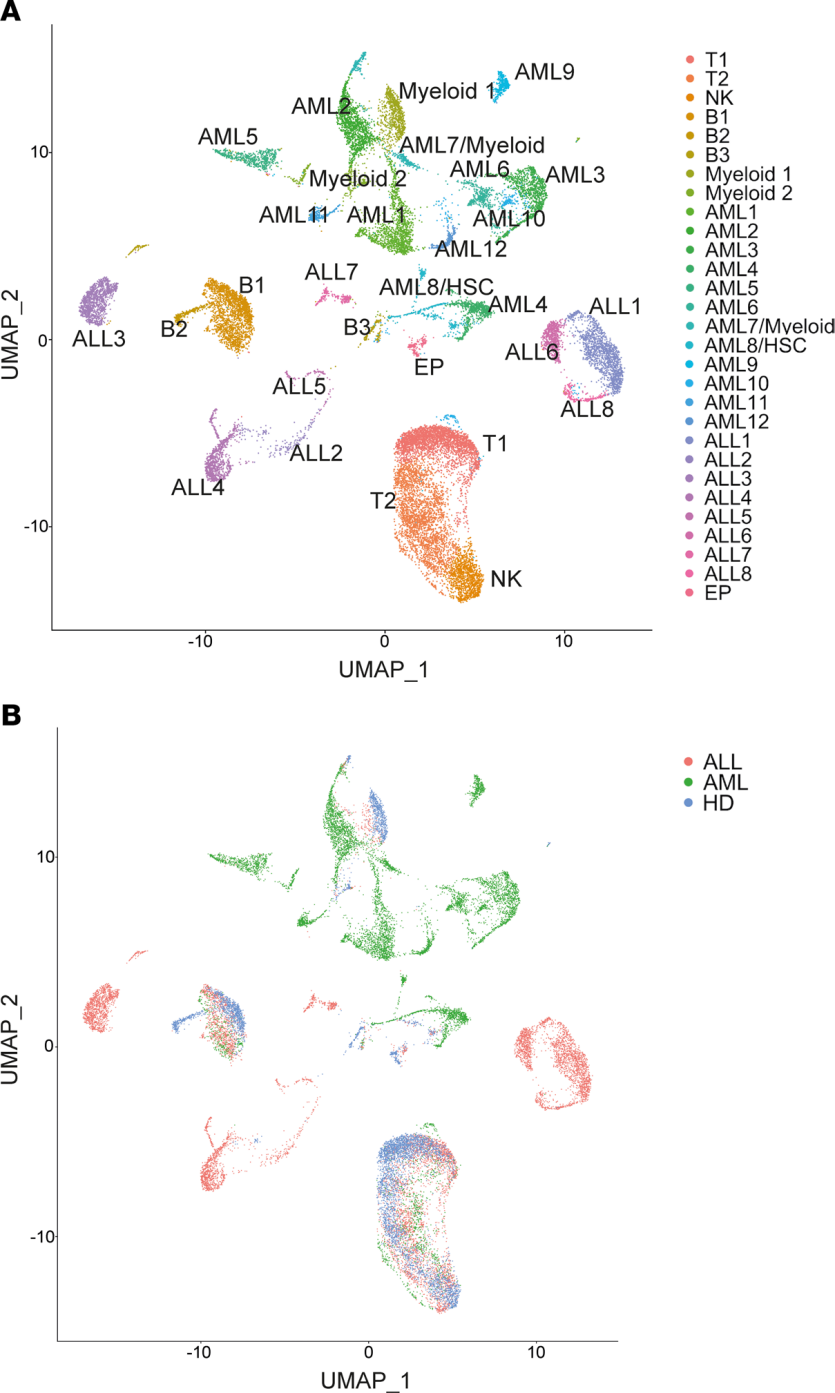
Single cell transcriptome analysis of BM mononuclear cells in childhood B-ALL and AML. A total of 24,081 BM mononuclear immune cells from 19 samples (4 healthy donor, 8 AML, and 7 B-ALL) was characterized using single cell mRNA sequencing. (**A**) Uniform manifold approximation and projection (UMAP) plot with 29 distinct cell populations determined by unsupervised clustering (T, T cells; NK, NK cells; B, B cells; EP, erythroid progenitor cells; HSC, hematopoietic stem cells). (**B**) UMAP plot distinguishing cells by disease state.

**Figure 10:**
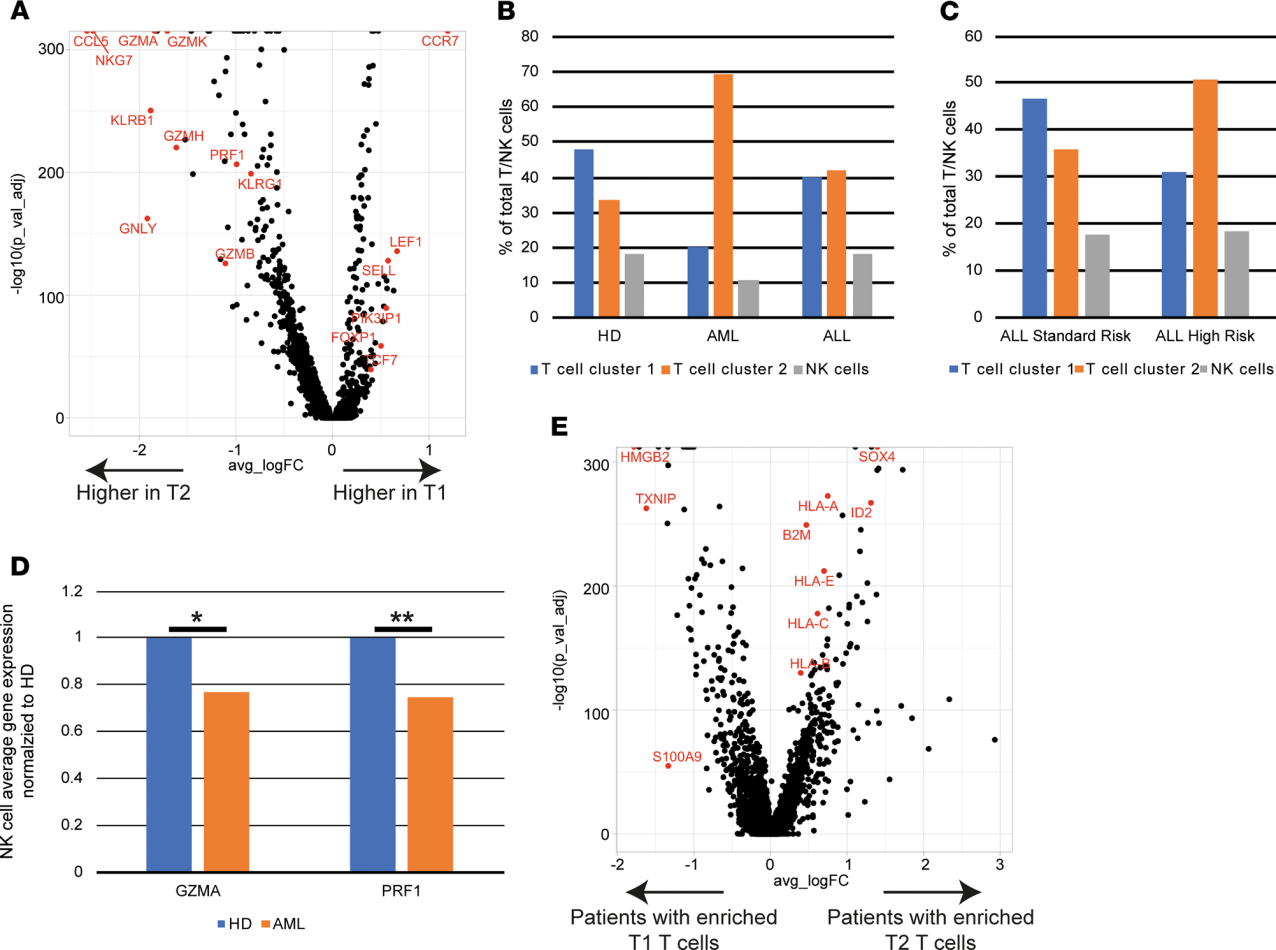
Single cell transcriptome analysis of BM mononuclear cells in childhood B-ALL and AML. A total of 24,081 BM mononuclear immune cells from 19 samples (4 healthy donor, 8 AML, and 7 B-ALL) were characterized using single cell mRNA sequencing. (**A**) Volcano plot of differential gene expression between T cell cluster T1 (naive/stem like enriched in HD) and T cell cluster T2 (effector-like enriched in malignancy). Adjusted *P* value (p_val_adj) corresponds to Wilcoxon rank-sum test with Bonferroni’s correction. Positive log-fold change (avg_logFC) corresponds to higher expression in T1 relative to T2. (**B**) Cells in each T/NK cell cluster as a percentage of total T/NK cells by disease state. (**C**) Distribution of T cells in cluster T1 and T2 in B-ALL patients based on NCI disease risk (standard risk; high risk). (**D**) Expression of granzyme (GZMA) and perforin (PRF1) in NK cells from healthy donors (HD) and AML patients (AML). *P < 0.01, **P < 0.0001 by Wilcoxon rank-sum test with Bonferroni’s correction. (**E**) Volcano plot of genes differently regulated between tumor cells from patients with T cells enriched for naive/stem like phenotype (T1 T cells) versus tumor cells from B-ALL patients with BM enriched for terminally differentiated effector T cells or T2 cluster.

# Supplementary material for: Risk-associated alterations in marrow T cells in pediatric leukemia
**Source:** JCI Insight. 2020 Aug 20;5(16):e140179. doi: 10.1172/jci.insight.140179
**Supplement:** Supplemental data

# Supplementary Data

## Table of Contents

|                |                                                                                                |
|----------------|------------------------------------------------------------------------------------------------|
| <b>Tables</b>  |                                                                                                |
| Table S1       | Summary of Patient Characteristics                                                             |
| Table S2       | Mass Cytometry Antibodies                                                                      |
| <b>Figures</b> |                                                                                                |
| Figure S1      | Mass Cytometry Phenotypes of Bone Marrow T Cells in Childhood Leukemia.                        |
| Figure S2      | SPADE Analysis of Bone Marrow T Cells                                                          |
| Figure S3      | Immune Clusters Based on Bone Marrow T Cell Phenotypes in AML                                  |
| Figure S4      | Heatmap of Single-Cell RNA Sequencing Differential Gene Expression and T Cell Pathway Analysis |

**Table S1. Summary of patient characteristics**

|                                      | <b>B-ALL (n=36)</b> | <b>AML (n=28)</b> | <b>HD (n=11)</b> |
|--------------------------------------|---------------------|-------------------|------------------|
| Age mean (range)                     | 8 (2-18)            | 10.5 (1.6-18)     | 23 (18-30)       |
| Gender                               |                     |                   |                  |
| Male                                 | 20 (56%)            | 16 (57%)          | 7 (64%)          |
| Female                               | 16 (44%)            | 12 (43%)          | 4 (36%)          |
| Risk (B-ALL) <sup>1</sup>            |                     |                   |                  |
| HR                                   | 14 (39%)            | -                 | -                |
| SR                                   | 22 (61%)            | -                 | -                |
| Risk (AML) <sup>2</sup>              |                     |                   |                  |
| HR                                   | -                   | 14 (50%)          | -                |
| LR                                   | -                   | 14 (50%)          | -                |
| CNS Positive                         | 8 (22%)             | 8 (29%)           | -                |
| Cytogenetics                         |                     |                   |                  |
| ETV6-RUNX1                           | 8 (22%)             | -                 | -                |
| Trisomy (4, 10)                      | 3 (8%)              | -                 | -                |
| inv(16)/t(16;16)                     |                     | 7 (25%)           |                  |
| 11q23 (KMT2A)                        | -                   | 3 (11%)           |                  |
| t(8;21)(q22;q22)                     | -                   | 5 (18%)           |                  |
| Monosomy 7                           | -                   | 1(4%)             |                  |
| Molecular Alterations                |                     |                   |                  |
| FLT3-ITD                             | -                   | 10 (36%)          | -                |
| NPM1 mutated                         |                     | 2(7%)             |                  |
| MRD status End<br>Induction I (n=28) |                     |                   |                  |
| CR                                   | -                   | 14 (50%)          | -                |
| PR                                   | -                   | 3 (10%)           | -                |
| PD                                   | -                   | 11 (40%)          | -                |

Abbreviations: HD = healthy donor, HR = high-risk, SR = standard risk, LR = low-risk, MRD = minimal residual disease, CR = complete remission (<5% blasts), PR = partial remission (5-15% blasts), PD = persistent disease (>15% blasts).

Risk Classification<sup>1,2</sup>: B-ALL high-risk: Age  $\geq 10$  years; WBC  $\geq 50,000/\mu\text{l}$ ; B-ALL standard risk: Age 1.0-9.99 years; WBC  $\leq 50,000/\mu\text{l}$ , based on findings at presentation. AML-low risk: favorable genetics including t(8;21); inv16, mutated NPM1 with wild-type FLT3, mutated CEBPA (normal karyotype). AML- high risk: Unfavorable genetics including FLT3-high internal tandem duplication allelic ratio, monosomy 7, monosomy 5, 5q deletions, KMT2A rearrangements, complex karyotype and residual disease following induction therapy.

**Table S2.** Mass Cytometry Antibodies.

|    | <b>Antibody</b> | <b>Clone</b> | <b>Supplier</b> |    | <b>Antibody</b> | <b>Clone</b> | <b>Supplier</b> |
|----|-----------------|--------------|-----------------|----|-----------------|--------------|-----------------|
| 1  | 4-1BB           | 4B4-1        | Biolegend       | 24 | CD95            | DX2          | Fluidigm        |
| 2  | BTLA            | MIH26        | Fluidigm        | 25 | CTLA4           | 14D3         | Fluidigm        |
| 3  | CCR7            | G043H7       | Fluidigm        | 26 | CXCR5           | 12G5         | Fluidigm        |
| 4  | CD103           | Ber-ACT8     | Fluidigm        | 27 | DNAM1           | TX25         | Biolegend       |
| 5  | CD11c           | Bu15         | Fluidigm        | 28 | FOXP3           | PCH101       | Fluidigm        |
| 6  | CD127           | A019D5       | Fluidigm        | 29 | GATA3           | TWAJ         | Fluidigm        |
| 7  | CD14            | RM052        | Fluidigm        | 30 | Granzyme        | GB11         | Fluidigm        |
| 8  | CD16            | 3G8          | Fluidigm        | 31 | HLA-DR          | L243         | Fluidigm        |
| 9  | CD19            | HIB19        | Fluidigm        | 32 | ICOS            | C398.4A      | Fluidigm        |
| 10 | CD200           | OX-104       | Fluidigm        | 33 | Ki67            | Ki-67        | Fluidigm        |
| 11 | CD25            | 2A3          | Fluidigm        | 34 | LAG3            | 11C3C65      | Fluidigm        |
| 12 | CD27            | L128         | Fluidigm        | 35 | NKG2A           | Z199         | Beckman Coulter |
| 13 | CD3             | UCHT1        | Fluidigm        | 36 | NKG2C           | 134591       | R&D Systems     |
| 14 | CD33            | WM53         | Fluidigm        | 37 | NKG2D           | OW72         | Fluidigm        |
| 15 | CD38            | HIT2         | Fluidigm        | 38 | OX40            | ACT35        | Fluidigm        |
| 16 | CD4             | RPA-T4       | Fluidigm        | 39 | PD1             | EH12.2H7     | Fluidigm        |
| 17 | CD45            | HI30         | Fluidigm        | 40 | PDL1            | 29E.2A3      | Fluidigm        |
| 18 | CD45RA          | HI100        | Fluidigm        | 41 | Perforin        | B-D48        | Fluidigm        |
| 19 | CD45RO          | UCHL1        | Fluidigm        | 42 | T-Bet           | 4B10         | Fluidigm        |
| 20 | CD56            | HCD56        | Biolegend       | 43 | TCF1            | 7F11A10      | Biolegend       |
| 21 | CD57            | HCD57        | Biolegend       | 44 | TIGIT           | MBSA43       | Fluidigm        |
| 22 | CD69            | FN50         | Fluidigm        | 45 | TIM3            | F38-2E2      | Fluidigm        |
| 23 | CD8             | RPA-T8       | Fluidigm        |    |                 |              |                 |

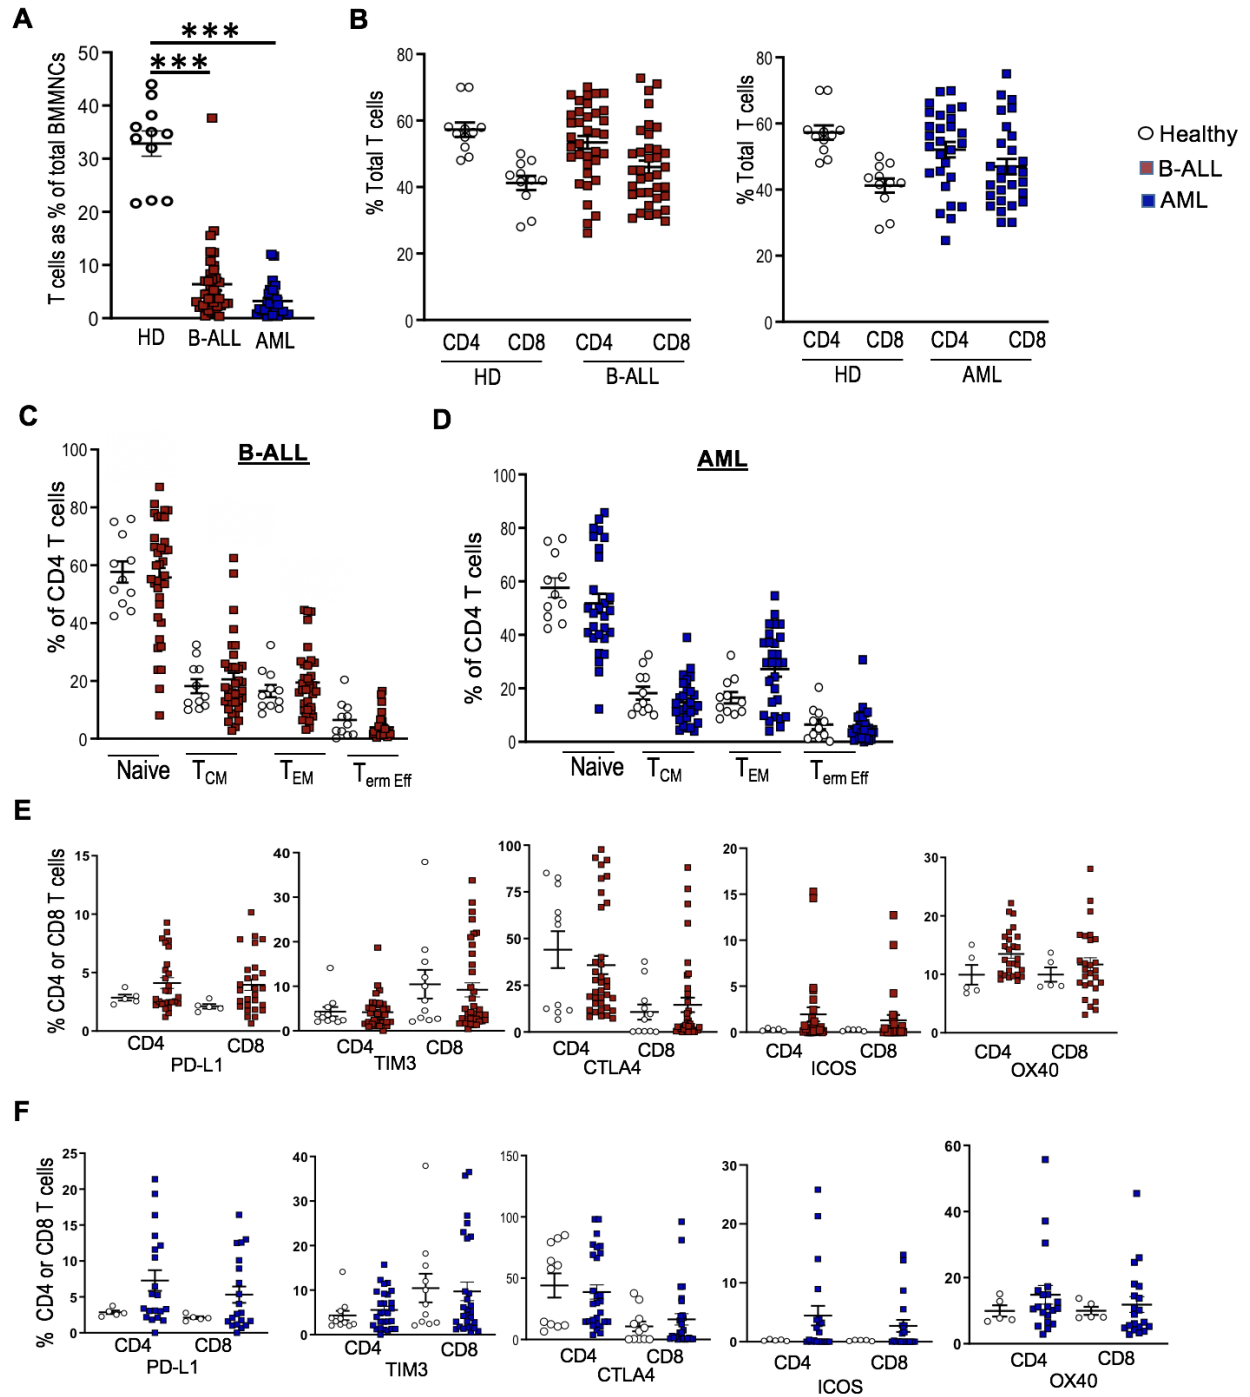

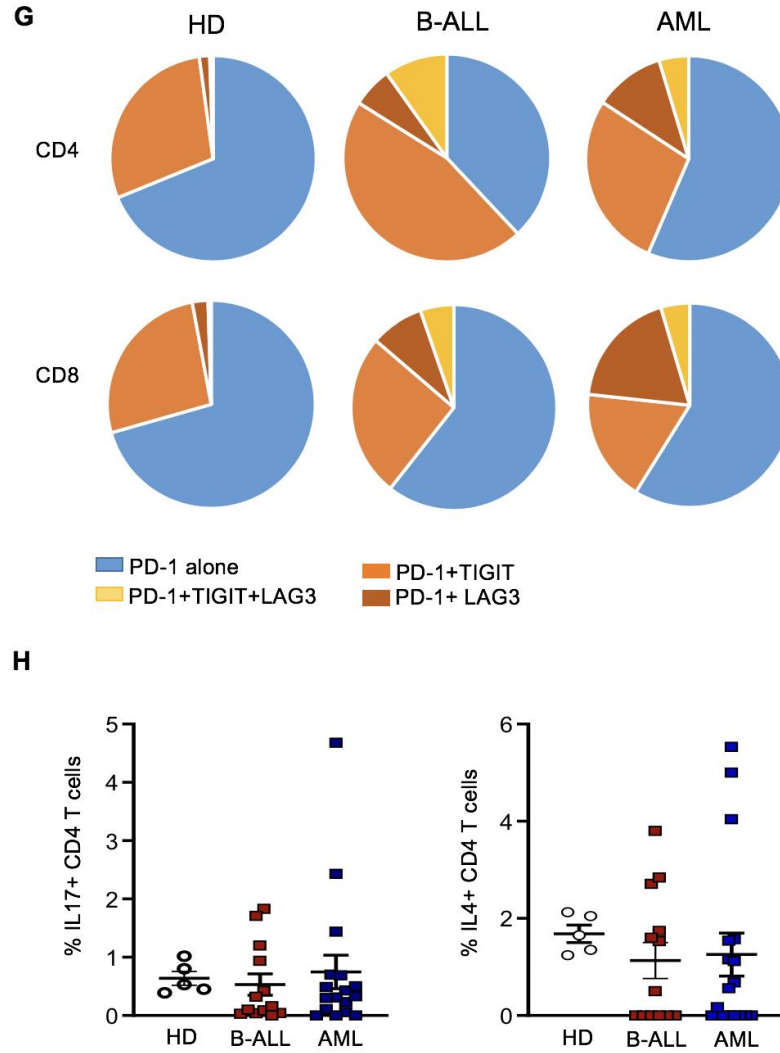

**Figure S1.** Mass Cytometry Phenotypes of Bone Marrow T Cells in Childhood Leukemia.

Bone marrow mononuclear cells (BMMNCs) from patients with B-ALL (n=36), AML (n=28) and healthy donors (HD) (n=5-11) were characterized using single cell mass cytometry. **(A)** T cells as percent of total BMMNCs in HD, B-ALL, and AML bone marrow. **(B)** CD4 and CD8 T cells as percent of total T cells in HD, B-ALL, and AML bone marrow. **(C)** Naïve, central memory ( $T_{CM}$ ), effector memory ( $T_{EM}$ ) and terminal effectors ( $T_{TERM\ EFF}$ ) CD4 T cells as percent of total CD4 T cells in B-ALL bone marrow. **(D)** Naïve, central memory ( $T_{CM}$ ), effector memory ( $T_{EM}$ ) and terminal effectors ( $T_{TERM\ EFF}$ ) CD4 T cells as percent of total CD4 T cells in AML bone marrow. **(E)** Percent of total CD4 or CD8 T cells expressing PD-L1, TIM3, CTLA4, ICOS, and OX40 in B-ALL and HD bone marrow (n=5 for PD-L1, ICOS, OX40). **(F)** Percent of total CD4 or CD8 T cells expressing PD-L1, TIM3, CTLA4, ICOS, and OX40 in AML and HD bone marrow (n=5 for PD-L1, ICOS, OX40). **(G)** Proportion of PD-1-expressing T cells co-expressing other inhibitory checkpoint molecules TIGIT and/or LAG3 in HD, B-ALL, and AML bone marrow. **(H)** Percent of total CD4 T cells expressing IL17 and IL4 in HD (n=5), B-ALL, and AML bone marrow. \*\*\*p<0.001, Mann-Whitney test.

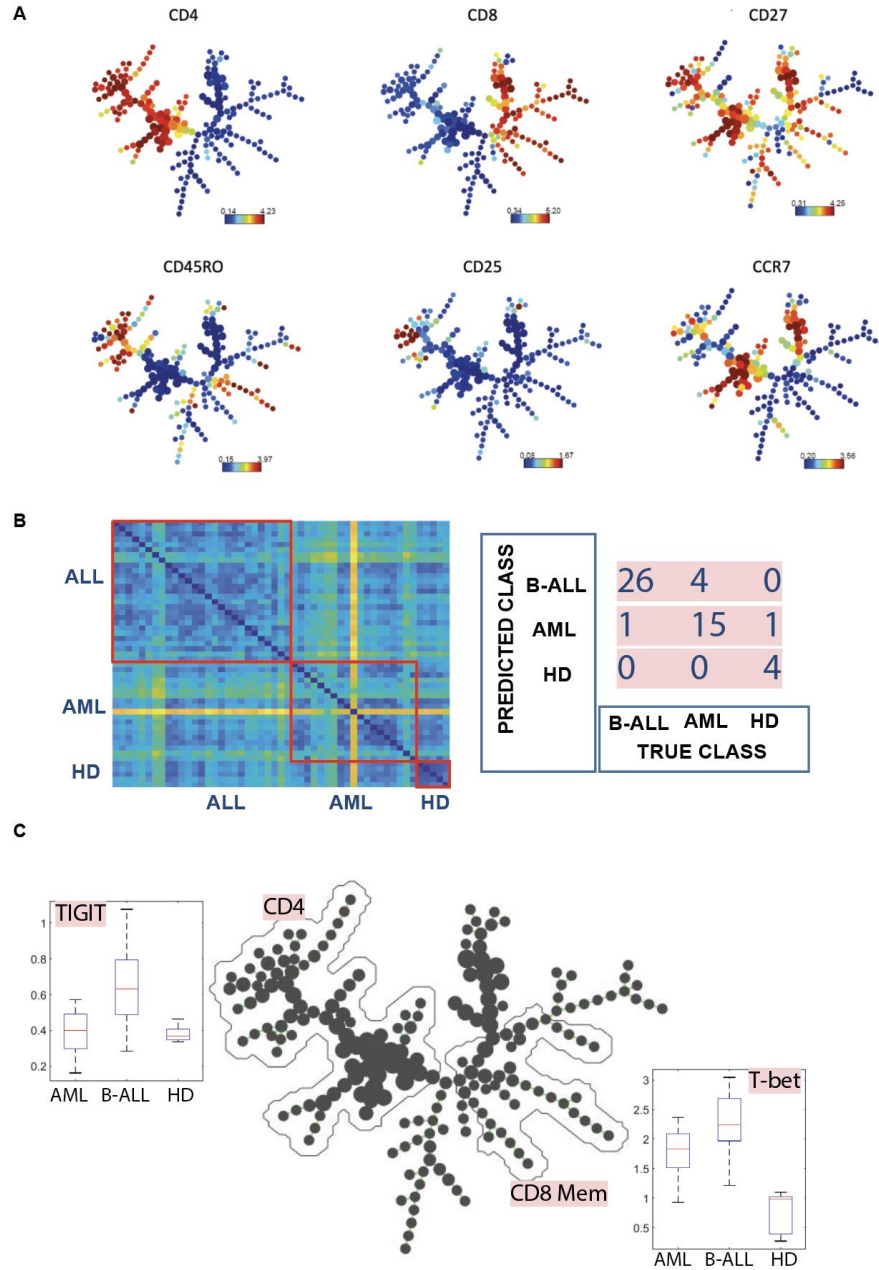

**Figure S2.** SPADE Analysis of Bone Marrow T Cells.

(A) Spanning tree progression analysis for density normalized events (SPADE) trees were generated showing expression of T cell surface markers measured by mass cytometry. These colored regions were used to partition the tree based on known T cell phenotypes. (B) Heatmap and confusion table showing ability of SPADE analysis to distinguish B-ALL, AML, and HD samples based on T cells alone. (C) SPADE tree showing different nodes with each node representing a unique T cell subset. Figure demonstrates TIGIT expression on CD4 T cells (B-ALL vs AML  $p=2.4 \times 10^{-6}$ , signal to noise ratio or SNR=1.4; and B-ALL vs HD  $p=0.004$ , SNR=1.4) and T-bet expression in CD8 memory T cells (B-ALL vs HD  $p=6.4 \times 10^{-8}$ , SNR=3.4; and AML vs HD  $p=8.3 \times 10^{-5}$ , SNR=2.3).

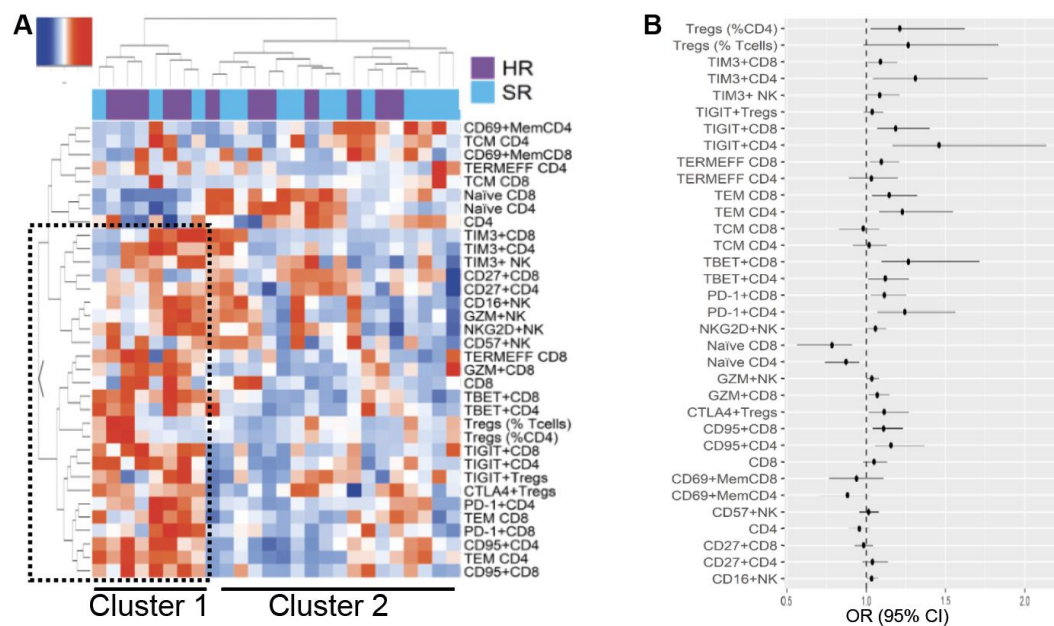

**Figure S3.** Immune Clusters Based on Bone Marrow T Cell Phenotypes in AML.

(A) Hierarchical cluster analysis based on mass cytometry immune markers in AML. (B) Forest plot showing regression analysis of markers linked to immune clusters in AML.

A

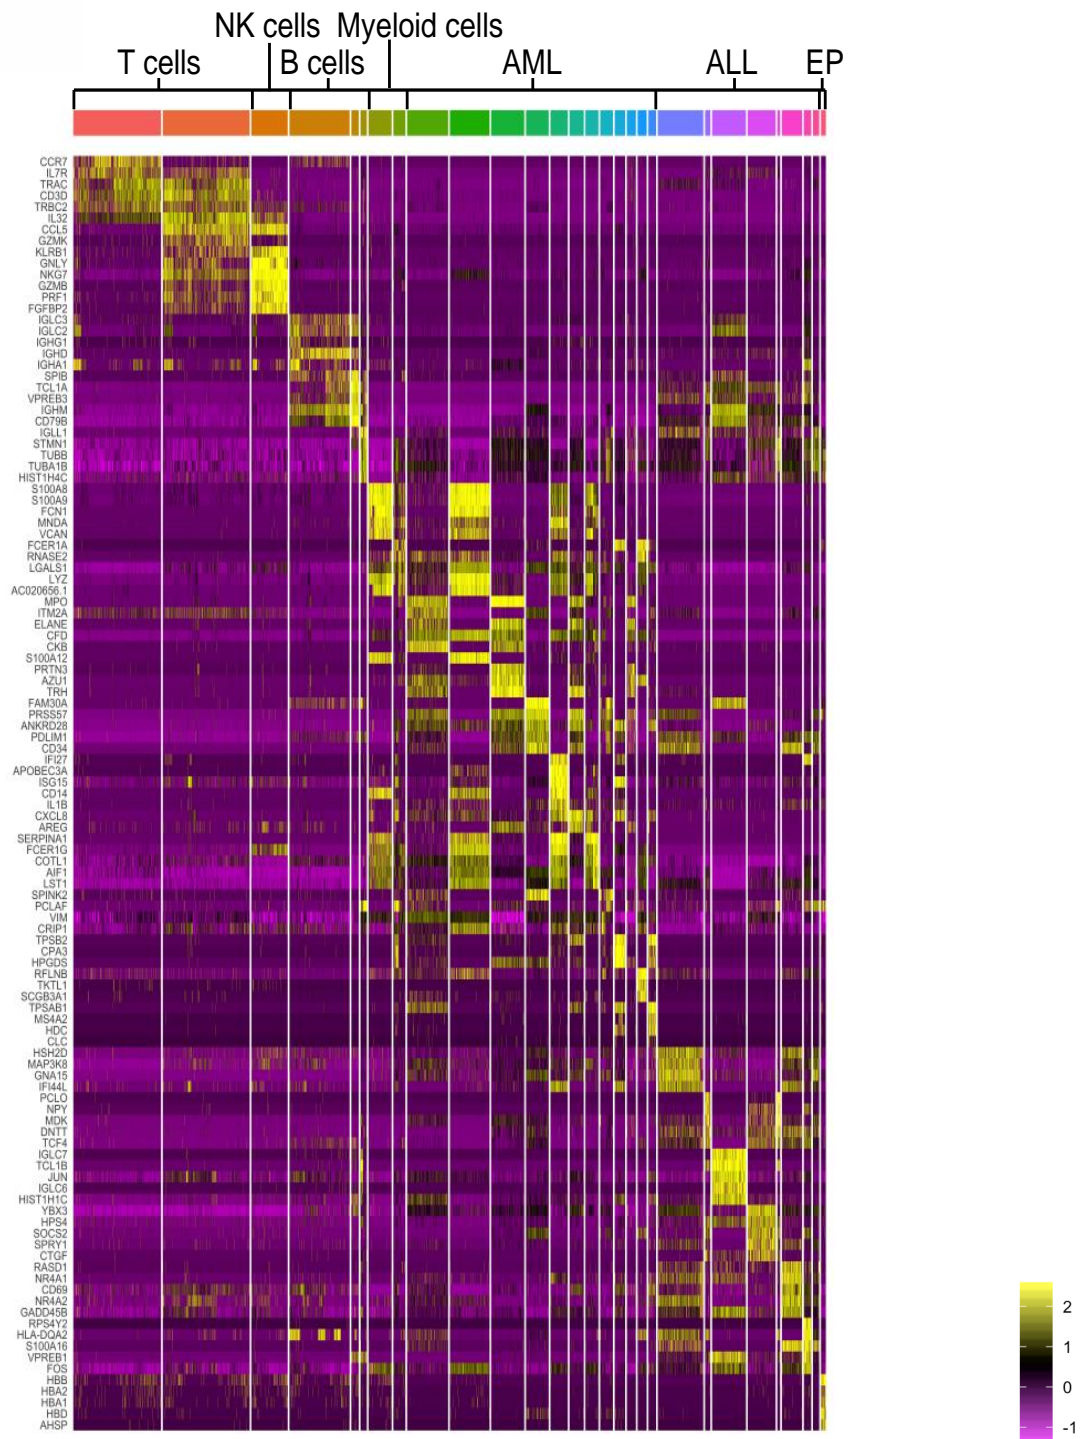

**B**

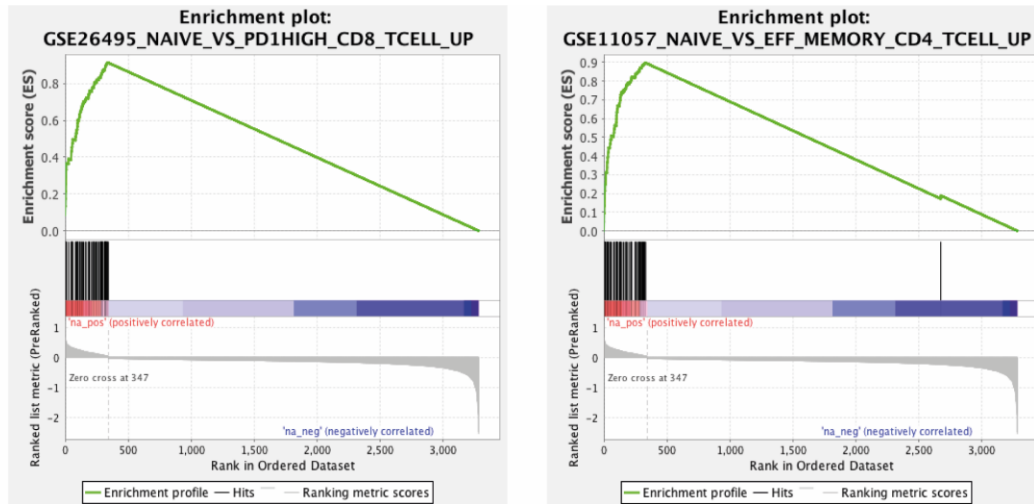

| Gene set ID                     | Enriched Cluster | Description                                                | Nominal p-value | PMID     |
|---------------------------------|------------------|------------------------------------------------------------|-----------------|----------|
| GSE26945<br>(shown above left)  | T1               | Genes up-regulated in naïve vs PD-1 high CD8 T cells       | p<0.0001        | 21383243 |
| GSE11057<br>(shown above right) | T1               | Genes up-regulated in naïve vs effector memory CD4 T cells | p<0.0001        | 19568420 |
| KAECH                           | T2               | Genes up-regulated in effector vs naïve CD8 T cells        | p<0.0001        | 12526810 |
| GSE45739                        | T2               | Genes upregulated in activated vs unstimulated CD4 T cells | p<0.0001        | 23755101 |

**Figure S4.** Heatmap of Single-Cell RNA Sequencing Differential Gene Expression and T Cell Pathway Analysis.

(A) Zero-centered gene expression of significantly (Wilcoxon rank-sum test with Bonferroni correction  $p<0.05$ ) highly differentially expressed genes defining clusters (selected by largest average log-fold change in expression between each cluster and all other cells). NK=natural killer, AML=acute myeloid leukemia, ALL=acute lymphoblastic leukemia, EP=erythroid progenitor. (B) GSEA pathway analysis of significantly differentially expressed genes (Wilcoxon rank-sum test  $p<0.05$  with Bonferroni correction) between T cell clusters T1 (enriched in HD and low-risk ALL) and T2 (enriched in high-risk ALL and AML) revealed up-regulation of pathways associated with naïve T cells in cluster T1 relative to pathways associated with PD-1 high and effector T cells in cluster T2.

How the deposited data were processed for this re-analysis (not part of the article)

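BMMNCs of 4 HD, 8 AML and 7 B-ALL donors were measured by droplet-based single cell RNA sequencing, with 1 library for each of the 19 donors. The authors aligned, filtered and deduplicated the reads and counted UMIs with Cell Ranger (1.2 in the paper's methods and in the submitters' notes, 3.0.2 in the headers of the files) on the genome build hg38. Each file holds raw UMI counts per gene and barcode, without normalization, for 33538 genes. From these counts, cells were kept and clustered as in the paper's methods with R 4.3.3 and Seurat 5.3.0: at least 200 and at most 7000 genes, at most 70000 UMIs, at most 10% mitochondrial counts, log normalization to 10000 counts per cell, 2000 variable genes by variance-stabilizing transformation, 20 principal components and a resolution of 0.6. The 104 genes of X inactivation and of the Y chromosome were left out of every table. Clusters were named by fixed marker lists, of which at least 3 genes had to be more than 2 times as high as in all other cells, and a cluster whose 10 leading genes held more markers of another class than of its own was not named. B-ALL blast-like clusters had markers of B cell progenitors or B lineage blasts and fewer than 5% of cells from HD. Doublets were called per library with Scrublet (through scanpy 1.11.5) and removed only in an alternative.

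For each donor, T1-like, T2-like and NK-like cells were given as percentages of these cells together, and groups were compared by exact permutation of donors, two-sided. For gene tests, the UMI counts of a cell type were summed per donor (Matrix 1.6.5, data.table 1.17.8) over donors with at least 10 such cells, filtered with filterByExpr, normalized with TMM and tested with edgeR 4.0.16 (quasi-likelihood F test) at a Benjamini-Hochberg adjusted p of 0.05, with all groups in 1 fit. Standard errors are the log2 fold change divided by the square root of F. The T2-like and T1-like cells of the same donor were compared with the donor as a block and after clustering without the 16 genes of Figure 10A. In B-ALL blast-like cells, edgeR gave the slope on the T2-like share of T cells per 10 percentage points, and Pearson and Spearman correlations over 6 donors were tested by exact permutation of all 720 pairings, two-sided, with Benjamini-Hochberg adjustment over the 10 genes of Figure 10E. For genes that differ between clusters or disease states, the paper's own test took cells as replicates (Wilcoxon's rank-sum test with Bonferroni's correction).

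Gene lists, the rule for named genes, tests and the main alternatives were set before the data were examined. The 19 lists cover naive and stem-like genes (22), effector and cytotoxic genes (25), inhibitory checkpoints (12), activation and costimulation (12), regulatory T cells (8), T cell transcription factors (11), immediate-early and stress genes (18), interferon response (18), mature (18) and immature (12) NK cells, MHC class I (12) and class II (8), stem and progenitor genes (12), proliferation (12), and 5 lists of other cells (myeloid 10, myeloid granule 8, B lineage 10, erythroid 7, platelet 5). Lists with at least 3 tested members were tested with fry of limma 3.58.1, whose p for 1 direction tests whether the genes move, on balance, 1 way, and whose second p tests changes in either direction; neither compares a list with other genes. Named genes were taken from those the paper names, the members of a list that pass the threshold (up to 4 with values), and the 6 largest changes in each direction among genes that pass with a mean log2 CPM of at least 5, apart from immunoglobulin and T cell receptor genes.

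Total UMIs of the kept cells ranged from 1350258 to 20611047 per library (median 6507144), and cells per library from 223 to 2020. Summed T cell counts ranged from 75061 UMIs in an AML donor to 3299482 in an HD, and summed NK-like counts from 44078 to 710276. The pipeline was tested on simulated counts with 200 changed genes. All counts were drawn anew from each gene's mean abundance and dispersion and the donors' total counts. Relations between genes in real donors were therefore absent. At a log2 fold change of 1, 37.5% of changed genes were found in T cells for AML against HD, 36.3% for B-ALL against HD, 27.8% in NK cells for AML against HD and 59.8% for B-ALL against HD. At a log2 fold change of 2, these values were 96.7%, 94.6%, 77.3% and 94.7%. In blast-like cells, 4.04% of genes with a slope of 0.5 per 10 percentage points were found and none at 0.25. Free RNA in the droplets was not removed, since the files hold no empty droplets.

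Alternatives were DESeq2 1.42.0, no filter on low counts, upper-quartile normalization, the replicate number as a block, other cell minimums, a count gate for T cells (at least 2 UMIs of CD3 and T cell receptor genes and none of 5 marker genes of other cells), removal of doublets, resolutions of 0.3 and 1, 30 principal components, cells thinned to 1000 UMIs with shallower cells left out, a mitochondrial limit of 5%, and leaving out each donor. Another 6 alternatives were added after the data had been seen: clustering without the immediate-early list, T2-like cells only, T1-like cells only, T cells without a UMI of granule genes other than SRGN, and counts thinned to the lowest donor in T cells and in NK cells. The clinical risk of the B-ALL donors is not given for these samples, so Figure 10C was not examined, and the paper's pathway analysis was not repeated because its gene sets were not at hand. The mass cytometry data are not among these files.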

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

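Thinning to 1000 UMIs was planned as an alternative, but its use as a test of depth, and the clustering without immediate-early genes, were chosen only after the T2-like share had been seen.

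Immediate-early and stress genes, which the paper does not discuss, were higher in AML than in HD, with a median log2 fold change of 2.05 in T cells and 1.52 in NK cells. A shift from T1-like to T2-like cells would leave little change within each class, but the median was at least 1.33 in T1-like cells alone and in T2-like cells alone. RNA from the other cells of the same samples would have to make up 159% of the T cell RNA (median over 16 genes), while the granule genes without SRGN give 3.39 to 13.1%, and 8 of the 16 genes would need more than the other cells hold. The list was also higher in mature B-like cells of AML donors (median 1.27), and 3386 of 12428 AML barcodes were over the mitochondrial limit against 406 of 5982 in HD, as handling before sequencing or poorer samples would give; because the HD samples came from another source, neither can be told apart from the disease. A response to the leukemia across lymphocytes may also contribute, and the design gives no test of it.

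The T2-like share of T and NK cells was 33.4 percentage points higher in AML donors than in HD. With cells thinned to 1000 UMIs, and shallower cells left out, the difference was 27.5 points (exact permutation p = 0.0101), and with the immediate-early list left out of the clustering it was 33.5 points (p = 0.00404), which argues against depth and against these genes as the whole cause. Among T and NK cells without a UMI of granule genes other than SRGN it was 40.7 points (exact permutation p = 0.00202, 355 AML cells, as few as 3 per donor). These genes had a median of only 148 CPM in AML T cells, so a cell can hold RNA of leukemic cells and show none of their UMIs. This result therefore cannot decide whether such RNA is the cause. The difference may reflect the disease, with RNA of leukemic cells and the source and the age of the donors open as well. The paper regards the older age of HD as unlikely to be a major factor. It found the immune cells of HD closer to those of younger standard-risk B-ALL patients than of older high-risk patients.

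Genes of myeloid granules were higher in AML T cells, with a median log2 fold change of 3.82. NK-like and mature B-like cells of the same donors held them at 0.960 times the T cell level (median of 7 donors, 0.684 to 1.18), as free RNA from other cells would give; SRGN, which T cells also express, was left out of these levels. The log2 fold change of MPO was 5.11 without called doublets and 5.07 with them, but only 2 of the 741 AML T cells were called, so this removal tests little. Of these 741 cells, 334 held no UMI of granule genes other than SRGN, against 2501 of 2753 in HD. Their median depth was 3286 UMIs, against 3485 in HD. This argues against droplets with more than 1 cell as the whole cause, since most AML T cells would have to be such droplets. A smaller part from them cannot be told apart from free RNA. The samples were sorted on CD45, which myeloid blasts also carry.

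In T cells of AML against HD 828 genes passed and in NK cells 56, most of which the paper's text does not name. No other split of the donors drawn gave as many for AML T cells (1 of 100 splits, the real one, highest other 435), for B-ALL T cells (140, 1 of 100, highest other 54) or for AML NK cells (56, 1 of 35, highest other 0). This excludes chance at 1 in 20 there. For T cells, the 100 splits were drawn from 495 possible ones in AML and 330 in B-ALL. For T2-like against T1-like cells (1649; 1 of 100; highest other 180) the splits decide nothing, since the cells were clustered on the same data. For the NK cells of B-ALL (9 genes), 3 of 100 splits gave as many, the real one among them, drawn from 210 possible ones. This share is under 1 in 20, but not all splits were run, so it speaks only weakly against chance. Another split gave 133, several times the real count, which points to a structure of the samples, whose source was not tested. For AML against B-ALL T cells (3 genes), 7 of 100 splits gave as many (highest other 452), so chance cannot be excluded, and the highest count again points to an untested structure.

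The effects against HD of these 3 genes, CFD, CTLA4 and AC004556.1, were 4.65, 2.94 and 5.85 larger in log2 in AML than in B-ALL T cells by the same test; the splits bear on the count of genes and not on each of them.

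Of 73 groups of values, 5 had a value far from the rest, where chance gives about 1 in 20. In log2 CPM, KLRB1 in T cells was 8.48 in B-ALL 7 (others 9.42 to 9.80). PIK3IP1 in T cells was 8.82 in AML 3 (others 6.74 to 7.67). PRF1 in T cells was 1.07 in AML 7 (others 5.82 to 9.61), and TCF7 was 8.01 in the same donor (others 6.32 to 7.07). AML 7 had 17 T cells, the fewest of all donors, so both values rest on few counts. S100A9 in blast-like cells was 10.60 in B-ALL 7 (others 0.86 to 2.55).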

How the results depend on the processing

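Among the alternatives, 6 were chosen after the data had been seen: clustering without the immediate-early list, T2-like cells only, T1-like cells only, T cells without a granule UMI, and counts thinned to the lowest donor in T cells and in NK cells. A count of genes was taken as unchanged within 1.5 times the main count, and any other value if it kept its direction and its side of the threshold. The main values were counts, shares, GZMA and PRF1 in NK cells, and SOX4 and ID2 in blast-like cells. Over the other alternatives, apart from left-out donors, 73 of these main values were unchanged, 16 became stronger and 11 weaker. Of values for other single genes, 752 were unchanged, 13 became stronger, 76 weaker and 10 turned. Where no cause is named, the cause was not tested. For AML against HD in T cells, the main count of 828 was 1422 without a filter, 76 with the count gate, 359 in T2-like cells, 239 in T1-like cells, 435 without a granule UMI and 51 thinned. Of the 828 genes, 789 were also called in the same direction by DESeq2, 67 by the gate and 46 thinned, where 131 were tested. For B-ALL against HD (140) it was 321 with DESeq2, 311 without a filter, 7 with the gate, 17 in T2-like cells, 321 in T1-like cells and 13 thinned. For AML against B-ALL (3) it was 6 with DESeq2, 34 without a filter, 1 with at least 30 cells, 1 in T2-like cells, 1 in T1-like cells, 0 without a granule UMI and 0 thinned. In NK cells, AML against HD (56) gave 101 with DESeq2, 174 without a filter and 4 thinned, with GZMA at -0.88 (adjusted p = 0.0333) without a filter, and B-ALL against HD (9) gave 47 with DESeq2, 82 without a filter, 25 with every donor that had at least 1 cell and 0 thinned. T2-like against T1-like (1649) gave 2561 without a filter and 1091 without the donor block. In blast-like cells, the count of 1 was 2 without TMM and 2 with the share of T and NK cells, r of ID2 was 0.81 with that share (adjusted p = 0.115), and Spearman's rho of SOX4 and of ID2 was 0.94 (adjusted p = 0.0556). The AML share differences at resolution 1.0 were 20.9 (exact permutation p = 0.0566) and -16.1 (p = 0.184), and the T1-like one was -20.7 (p = 0.0808) with cells thinned to 1000 UMIs. At least 30 NK cells could not give a value, since no AML donor had that many.

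Replicate numbers are shared between groups as labels of different people, and of 18 samples 4 correlated best with a same-numbered one (correlations of the 15 pairs -0.28 to 0.21, 4 over 0.1). As a block they gave 374 genes for B-ALL T cells, 36 for AML NK cells and 85 for B-ALL NK cells, with KLRB1 at -0.0686 in AML T cells, PIK3IP1 at 0.0298 in B-ALL T cells and GZMH at -0.13 in AML NK cells turned.

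Other values of single genes that turned, none of them past the threshold under that alternative, and of these genes only CD40LG past it in the reported test, were, in AML T cells with the gate, GZMA -0.0225, GZMK -0.11, PRF1 -0.40 and KLRB1 -0.25. In T2-like cells they were GZMA -0.0329, GZMK -0.51, PRF1 -0.0152, KLRB1 -0.44, CCL5 -0.15, PIK3IP1 0.17 and FOXP1 0.14, and in T1-like cells GZMA -1.32, GZMK -0.65, PRF1 -0.48, TCF7 0.0207, LEF1 0.000555, FOXP1 0.20 and CD40LG 0.13. In B-ALL T cells they were KLRG1 0.0158 with DESeq2, KLRB1 -0.0484 with the gate, KLRB1 -0.0508, CCL5 -0.0398, PIK3IP1 0.0893 and FOXP1 0.12 in T2-like cells, LEF1 0.11, PIK3IP1 0.36 and FOXP1 0.32 in T1-like cells, and KLRG1 0.00833 thinned. Spearman's rho of S100A9 was 0.54.

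Leaving out each donor gave 435 to 907 genes for AML T cells (545 without AML 3, 546 without AML 8, 507, 435, 534 and 468 without HD 1, 2, 3 and 4), 10 to 248 for B-ALL T cells (84, 56, 90 and 248 without B-ALL 2, 3, 4 and 7; 50, 17, 55 and 10 without HD 1, 2, 3 and 4) and 1 to 3 for AML against B-ALL (1 without AML 3, 4, 5 or 6 or B-ALL 1, 2, 3, 4 or 5). It gave 6 to 60 for AML NK cells (7 and 20 without AML 3 and 8; 6, 18 and 21 without HD 1, 2 and 4), 4 to 62 for B-ALL NK cells (20 and 62 without B-ALL 5 and 7; 4 and 5 without HD 1 and 4), 1390 to 1680 for T2-like against T1-like and 0 to 99 in blast-like cells (99 without B-ALL 4, 4 without B-ALL 7, 0 without B-ALL 1, 2 or 5). The r was 0.86 to 0.97 for SOX4 (adjusted p up to 0.177; under 0.05 only without B-ALL 7) and 0.90 to 0.95 for ID2 (adjusted p up to 0.117, never under 0.05), where 5 donors allow few pairings. Share differences were 30.1 to 37.1 (T2-like) and -32.3 to -22.6 (T1-like) in AML, all with p under 0.05, and 11.8 to 22.4 and -25.1 to -15.4 in B-ALL, with p under 0.05 only for T1-like cells without B-ALL 2 (-25.1, exact permutation p = 0.0476). GZMA in NK cells was -0.79 to -0.25 and PRF1 -0.89 to -0.23. Single genes that turned were PRF1 in AML T cells (-0.51 to 0.88; -0.51 without AML 1), KLRG1 (-0.31 to 0.23) and PIK3IP1 (-0.50 to 0.000136, without B-ALL 7) in B-ALL T cells, GZMB in AML NK cells (-0.45 to 0.69; -0.45 without AML 1) and S100A9 in blast-like cells (-0.27 to 0.89; 0.89 without B-ALL 7).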

Differences from the paper's values

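The paper's map holds 24081 cells in 29 clusters. The same limits gave 24086 cells and the same settings 30 clusters, with 21 at resolution 0.3, 36 at resolution 1.0, 31 with 30 principal components and 29 when the 16 genes of Figure 10A were left out.

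In Figure 10B, read by eye, T2 cells are about 34% of T and NK cells in HD, about 69% in AML and about 42% in B-ALL, over all cells of a group. Here they were 33.2%, 69.6% and 41.6%. With 3 of the alternatives set before the data were examined, the HD value moved away from the paper's: 19.7% at resolution 1.0, 19.8% without the 16 genes and 21.9% with cells thinned to 1000 UMIs. The T1 share in AML, about 20% in Figure 10B, was 19.0% here and 36.0% at resolution 1.0. The others left the values within 1.5 times the figure's.

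The paper states that the T2 cluster was a larger part of T cells in B-ALL than in HD. The direction over donors was the same (50.6% against 32.9% of T and NK cells), but the exact permutation test over donors gave p = 0.148, and no alternative gave a p under 0.05 for T2-like cells (0.0515 at resolution 1.0, 0.0576 without the 16 genes). For T1-like cells, leaving out B-ALL 2 did (-25.1 points, exact permutation p = 0.0476). The paper's text names no test for Figure 10B.

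The paper states that granzyme expression was lower in NK cells of AML patients, with GZMA and PRF1 marked as significant in Figure 10D by Wilcoxon's test with cells as replicates. It first reported this decline for protein by mass cytometry in a larger set of patients. Those protein data were not examined here. Over all NK-like cells, AML was at 0.650 times the HD mean for GZMA and 0.671 times for PRF1 (about 0.77 and about 0.75 in Figure 10D, read by eye). With donors as replicates, neither passed the threshold (GZMA -0.55, adjusted p = 0.407; PRF1 -0.47, adjusted p = 0.497, log2 fold changes from edgeR). GZMA passed without a filter on low counts (-0.88, adjusted p = 0.0333).

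Figure 10E, whose legend names no test, places SOX4, ID2, HLA-B, HLA-C, HLA-E and B2M with T2-enriched patients and HMGB2, TXNIP and S100A9 with T1-enriched patients. Across donors, Pearson's r had the same sign for each of these genes, and SOX4, ID2, HLA-E and HMGB2 passed the adjusted threshold. Because the figure's genes were chosen on these same samples, this is not an independent test of them. S100A9 was at r = -0.02, with rho = 0.54. HLA-B, HLA-C, B2M and TXNIP did not pass; B2M did without TMM factors (adjusted p = 0.0231) and among cells without a UMI of MKI67 or TOP2A.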

Other observations

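In T2-like cells of AML against HD, 2 of 25 effector and cytotoxic genes were higher and 1 lower (median log2 fold change 0.11, fry adjusted p = 0.907); in T1-like cells of 4 AML donors, none of 9 passed in edgeR or had an unadjusted p under 0.05 (median -0.39, mean 0.14, fry lower, adjusted p = 0.809). Of the naive and stem-like genes, 1 of 20 was lower in T2-like cells (median -0.48, fry adjusted p = 0.136 for 1 direction and 0.0116 for either) and 3 of 22 in T1-like cells (12 positive, median 0.01, mean -0.12, fry lower, adjusted p = 0.395 and 2.53e-05). Immediate-early and stress genes were higher there (4 of 11; 10 when adjusted over the list alone; fry adjusted p = 0.0107) and in T1-like cells (3 of 11, median 1.36, fry adjusted p = 0.0160). In T2-like cells of B-ALL none of 25 effector genes passed in edgeR (1 was lower when adjusted over the list alone; median 0.31, fry adjusted p = 0.767). In mature B-like cells, immediate-early and stress genes were higher in AML (6 of 10, fry adjusted p = 0.0166) and in B-ALL (5 of 10, median 1.57, fry adjusted p = 0.0132).

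NK-like cells of B-ALL donors had 7 genes higher and 2 lower than HD, a count that was 4 to 62 with a donor left out, 47 with DESeq2, 82 without a filter on low counts and 0 with counts thinned to the lowest donor. CSRNP1 (3.14), SERTAD1 (2.30), BHLHE40 (2.29), IFRD1 (2.11), the NF-κB inhibitor NFKBIA (1.92), IRF2BP2 and BTG2 were higher, and GIMAP7 (-1.66) and S1PR4 (-1.56) were lower, each past an adjusted p of 0.05 from edgeR; with a donor left out, the call was lost in 8 of 10 fits for BTG2, in 6 for IRF2BP2, in 4 for IFRD1, in 3 for NFKBIA and in 1 for S1PR4. GZMA (-0.16) and PRF1 (-0.34) did not pass. Between AML and B-ALL, no gene passed in NK cells (158 at an unadjusted p under 0.05 from edgeR), and the proliferation list was on balance higher in AML (median 1.32, fry adjusted p = 0.0447).

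In B-ALL blast-like cells, proliferation genes had lower values in donors with a larger T2-like share: all 12 slopes were negative (median -0.50 in log2 per 10 percentage points; 11 passed when adjusted over the list alone, none over all genes; fry adjusted p = 0.0728 for 1 direction and 0.0275 for either). Immediate-early and stress genes had 17 of 17 positive slopes (median 0.49; 6 passed when adjusted over the list alone; fry adjusted p = 0.0806 and 0.0342). In AML donors, cells of the 10 AML-dominated clusters were pooled, which include monocyte-like, basophil- or mast-like and unnamed clusters beside those with blast markers. Over 7 donors, none of the 10 genes of Figure 10E passed the test against the T2-like share (adjusted p = 0.841 for each, exact permutation), with r of -0.27 for SOX4, 0.08 for ID2 and 0.58 for B2M.

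Lists not described elsewhere for AML against HD in T cells were as follows. Regulatory T cell genes had 0 of 4 past the threshold (median 0.53), T cell transcription factors 1 of 11 (ZEB2; median 0.36), MHC class I genes 0 of 12 (median -0.14), MHC class II genes 0 of 7 (median 0.60), mature NK cell genes 0 of 13 (median 1.10), stem and progenitor genes 0 of 3 (median 0.63) and proliferation genes 1 of 5 (HMGB2, 0.82, whose call was lost in 7 of 12 fits with a donor left out). Immature NK cell genes had 1 of 11 lower (IL7R); their median was 0.11, while their mean (-0.09) and fry (lower, adjusted p = 0.0497) had the other sign. Of other cells' lists, the myeloid list had 1 of 6 higher (CST3, 2.16; median 1.47), the B lineage list 0 of 4 (median -0.66), the erythroid list HBB alone, and no platelet gene was tested.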
